# DOS-3 mediates cell-non-autonomous DAF-16/FOXO activity in antagonizing age-related loss of *C. elegans* germline stem/progenitor cells

**DOI:** 10.1038/s41467-024-49318-6

**Published:** 2024-06-08

**Authors:** Zhifei Zhang, Haiyan Yang, Lei Fang, Guangrong Zhao, Jun Xiang, Jialin C. Zheng, Zhao Qin

**Keywords:** Ageing, Ageing, Stem cells

## Abstract

Age-related depletion of stem cells causes tissue degeneration and failure to tissue regeneration, driving aging at the organismal level. Previously we reported a cell-non-autonomous DAF-16/FOXO activity in antagonizing the age-related loss of germline stem/progenitor cells (GSPCs) in *C. elegans*, indicating that regulation of stem cell aging occurs at the organ system level. Here we discover the molecular effector that links the cell-non-autonomous DAF-16/FOXO activity to GSPC maintenance over time by performing a tissue-specific DAF-16/FOXO transcriptome analysis. Our data show that *dos-3*, which encodes a non-canonical Notch ligand, is a direct transcriptional target of DAF-16/FOXO and mediates the effect of the cell-non-autonomous DAF-16/FOXO activity on GSPC maintenance through activating Notch signaling in the germ line. Importantly, expression of a human homologous protein can functionally substitute for DOS-3 in this scenario. As Notch signaling controls the specification of many tissue stem cells, similar mechanisms may exist in other aging stem cell systems.

## Abstract (web summary)

By performing a tissue-specific transcriptome analysis, Zhang et al. show how age-related loss of germline stem/progenitor cells in *C. elegans* is regulated by a signal produced by non-niche cells within the same organ system.

## Introduction

Stem cell exhaustion is a hallmark of aging in multicellular organisms^1^. In mammals, age-related decline in stem cell activity affects the normal function and regenerative capacity of many tissues and organ systems including the hematopoietic system, nervous system, muscles, and reproductive system^2^. Failure to maintain stem cells over time is associated with conditions such as tissue degeneration and increased susceptibility to tissue damage, leading to aging at the organismal level. Therefore, alleviating age-dependent depletion of stem cells could be key to achieve healthy aging.

The nematode *C. elegans* provides an attractive model for dissecting the effects of age on stem cell dynamics. Residing at the distal end of the germ line, a pool of proliferating cells comprised of germline stem cells and their proliferative progeny (germline stem/progenitor cells, hereafter referred to as GSPCs), support the continuous oogenesis in the adult *C. elegans* hermaphrodites. Self-renewal and differentiation of germline stem cells are controlled by local signals from a single cell, the distal tip cell (DTC). Importantly, the DTC utilizes the highly conserved Notch signaling pathway, a pathway used in many other stem cell paradigms, including mammalian blood, intestine, and epidermal lineages, to promote the germline stem cell fate^3,4^. Moreover, *C. elegans* is a well-established genetic model for studying the molecular mechanisms of aging—their relatively short (2–3 weeks) lifespan and amenability to genetic manipulations had led to the first identification of many longevity pathways in worms, such as the insulin/IGF-1 signaling (IIS), dietary restriction, and modest inhibition of mitochondrial respiration, all of which were later shown to be highly conserved for aging functions across species^5^.

Previously, we and others reported that similar to stem cells in the adult mammalian nervous system, muscles, skin, and testis^6^, the number of *C. elegans* GSPCs decreases dramatically over time^7–11^. The age-associated depletion of GSPCs is regulated by IIS: reduced activity of the sole insulin/IGF-like receptor in *C. elegans*, DAF-2, results in elevated activity of the downstream FOXO transcription factor DAF-16 and consequently delays age-related GSPC loss^8,9^. Surprisingly, we found that DAF-16/FOXO acts in different tissues to maintain GSPCs and to regulate lifespan, and that DAF-16/FOXO is required at the proximal region of the somatic gonad (PSG), specifically in a subset of spermathecal and uterine cells contacting differentiated progeny of GSPCs, to antagonize age-related GSPC loss^9^. These results suggested a novel mechanism of stem cell regulation at the organ system level: in addition to stem cell-niche interaction^3^ and regulation of stem cells by systemic environment of the organism^12^, cross-talk between stem cells and other non-niche cells within the same organ system may also play an important role in maintaining tissue stem cells^9^. However, how this organ system-level regulation is achieved remained unclear.

In this study, we discover the molecular effector that links PSG DAF-16/FOXO activity to distal GSPC maintenance by performing an adult PSG-specific DAF-16/FOXO transcriptome analysis. *dos-3*, which encodes a non-canonical Notch ligand, was up-regulated by DAF-16/FOXO activity in aging PSG cells of animals with reduced IIS. Promoter analysis suggested that *dos-3* is a direct transcriptional target of DAF-16/FOXO. Functional validation using a null allele of *dos-3* showed that it is required for the effect of reducing IIS on GSPC maintenance over time through activating Notch signaling in the distal germ line. Finally, overexpressing either DOS-3 or a human homologous protein DLK1 could rescue the age-related GSPC loss in wild type worms. By elucidating the mechanism by which cell-non-autonomous DAF-16/FOXO activity antagonizes age-related loss of *C. elegans* GSPCs, our data provide mechanistic insights into the regulation of stem cells by non-niche signals produced by cells within the same organ system. As Notch signaling controls the specification of many tissue stem cells^13^, similar mechanisms may exist in other contexts to coordinate the functional output of the relevant organ system.

## Results

### RNA-seq transcriptional profiling to define the DAF-16/FOXO transcriptomes of isolated adult PSG cells

We speculated that a secreted signal, whose expression is controlled by DAF-16/FOXO, mediates the effect of PSG DAF-16/FOXO activity on the distal GSPC pool. To identify relevant DAF-16/FOXO targets, we performed a PSG-specific gene profiling analysis by extracting RNA from isolated PSG cells of a *daf-2*-reduction-of-function (rf) mutant, *daf-2(e1370)* (high DAF-16/FOXO activity) and a *daf-16(0); daf-2(rf)* double mutant with a null allele of *daf-16*, *mu86* (no DAF-16/FOXO activity). To mark cells of the PSG, we obtained a MosSCI insertion that expresses GFP under a PSG-specific promoter^14^ (*Pfos-1a::gfp*) and crossed this transgene into the *daf-2(rf)* and *daf-16(0); daf-2(rf)* backgrounds. For cell dissociation, worms were treated with proteinases and mechanically disrupted. After dissociation, GFP^+^ cells were immediately isolated by fluorescence-activated cell sorting (FACS). RNA was extracted from the collected cells and used for RNA-seq experiments (Fig. 1a, Supplementary Fig. 1). 

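The RNA-seq data comprised 12 libraries of sorted GFP+ cells, 3 biological replicates for each genotype and age, where PSG stands for the proximal somatic gonad. The authors deposited the number of reads that featureCounts assigned to each of 46687 genes of the WBcel235 genome, 20528 of them protein-coding, without normalization, and an FPKM value beside each count. For *daf-2(rf)* on D1, between 7912696 and 14716984 reads per library were counted on genes (median 13818804). For *daf-16(0); daf-2(rf)* on D1, the totals lay between 6183054 and 14831720 (median 12385185). On D7, they lay between 12158458 and 16407304 for *daf-2(rf)* (median 12456291) and between 12239545 and 13907543 for *daf-16(0); daf-2(rf)* (median 13843150). The 10 genes with the most reads over all libraries, led by the gene *D1054.11*, took between 27.3% of the reads in *daf-2(rf)* D7 replicate 2 and 73.5% in *daf-16(0); daf-2(rf)* D1 replicate 3. Library sizes were therefore scaled with edgeR's TMM normalization, whose factors ran from 0.385 in *daf-16(0); daf-2(rf)* D1 replicate 3 to 3.22 in *daf-2(rf)* D7 replicate 2. On this scale, 1 read stood for between 0.0251 and 0.373 counts scaled to a common library size (CPM). The precision of a count was read against a floor of 3 reads, the level that a count of 0 allows. Such floors cover counting error only. Between replicates of a group, counts spread more widely than Poisson sampling noise in all 12 pairs of libraries, with a chi-square per degree of freedom of at least 53.2. Genotypes and ages were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in fits of the 6 libraries of each comparison. Each fit held the genes with more than 10 reads in all 3 replicates of at least 1 of its groups. Genes with an adjusted p under 0.05 and an absolute log2 fold change of at least 1 were called differentially expressed. Positive log2 fold changes between genotypes stand for higher expression in *daf-2(rf)*.

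**Figure D1:**
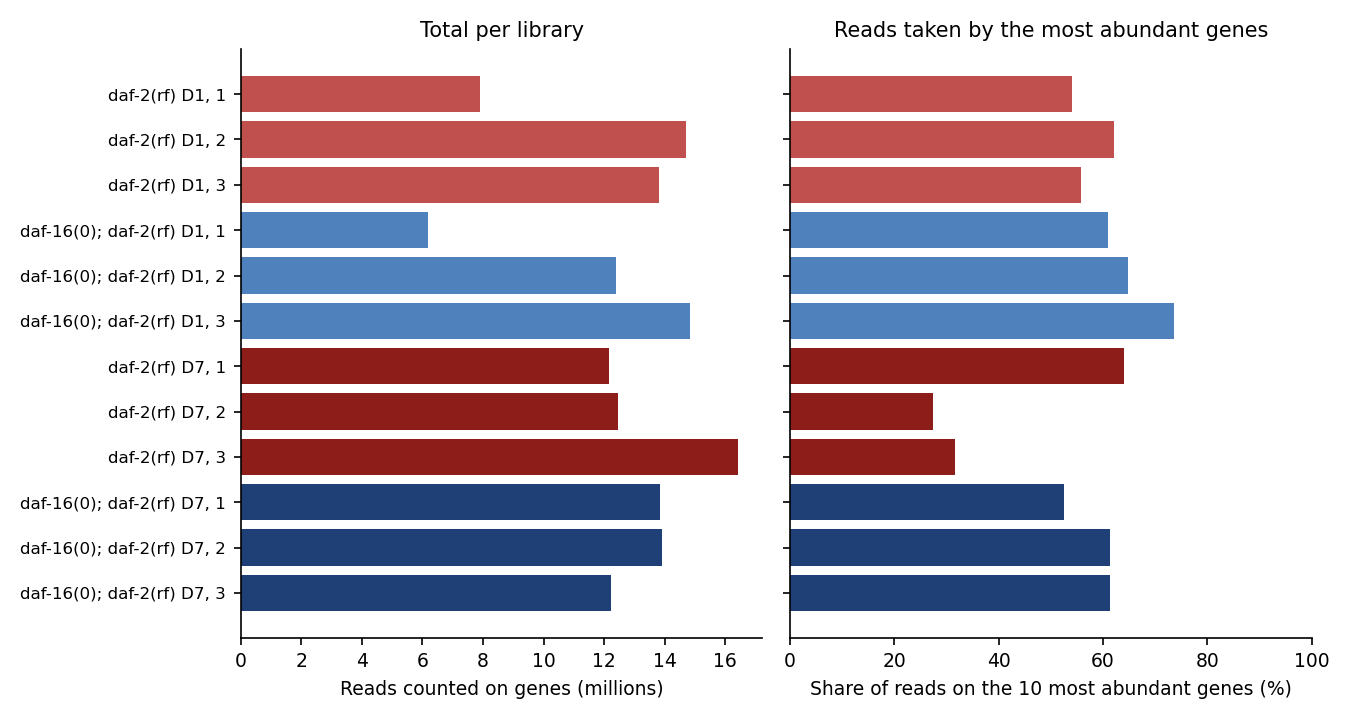
Reads counted on genes in each of the 12 libraries (left) and the share of each library's reads on the 10 genes with the most reads over all libraries, in percent (right). Each bar is 1 library, and the share is lowest, at 27.3%, in *daf-2(rf)* D7 replicate 2.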

The DAF-16/FOXO transcriptomes of isolated young and aging PSG cells were determined by identifying genes that were differentially expressed in the PSG cells of *daf-2(rf)* and *daf-16(0); daf-2(rf)* animals on day 1 (D1) and day 7 (D7) of adulthood, respectively. 

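*daf-16* (R13H8.1), which carries the null allele in the double mutant, lies on chromosome I of WBcel235 from 10750343 to 10776039. On D1, 351, 366 and 451 reads were counted on it in the *daf-2(rf)* replicates and 20, 48 and 106 in the *daf-16(0); daf-2(rf)* replicates. On D7, the counts were 498, 1102 and 472 in *daf-2(rf)* and 121, 111 and 139 in *daf-16(0); daf-2(rf)*. After TMM normalization, its level on D1 was 38.4 ± 3.37 CPM (SD, n = 3) in *daf-2(rf)* and 10.3 ± 7.26 CPM (SD, n = 3) in *daf-16(0); daf-2(rf)*. On D7, it was 28.2 ± 15.1 CPM (SD, n = 3) and 7.82 ± 2.18 CPM (SD, n = 3). The log2 fold change was 1.84 on D1 (standard error 0.49, adjusted p = 0.0706) and 1.83 on D7 (standard error 0.44, adjusted p = 0.0819), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, so *daf-16* itself was not called at either age. Across the alternative analyses, its adjusted p ran from 0.00265 to 0.0733 on D1 and from 1.36e-04 to 0.238 on D7, and it passed 0.05 at both ages with DESeq2 or without a filter on low counts. Without *daf-16(0); daf-2(rf)* D1 replicate 3, it passed on D1 (log2 fold change 2.63, adjusted p = 0.0410 from edgeR with Benjamini-Hochberg adjustment). The counts are summed over the whole gene, so reads on *daf-16* in the double mutant do not by themselves speak against a null allele.
On D7, 91 of the 7933 genes tested were called, 26 higher and 65 lower in *daf-2(rf)*, and 1495 had an unadjusted p under 0.05. On D1, 226 of 6430 genes were called, 81 higher and 145 lower, and 1601 had an unadjusted p under 0.05. The normalized counts of the genotypes did not overlap at 25.6% of the genes tested on D7 and 32.2% on D1, where chance gives 10% for 3 libraries against 3, and every called gene was among them. At 19 called genes on D7 and 12 on D1, all libraries of one genotype had at most 3 reads, and their folds are lower bounds. The filter on low counts moved the D7 number upward the most, to 1025 genes without it. It fell to 0 genes with a term for replicate number in the fit (1223 at an unadjusted p under 0.05) and without *daf-16(0); daf-2(rf)* D7 replicate 3 (962 at an unadjusted p under 0.05), and 29, 3 and 12 genes were called without *daf-2(rf)* D7 replicates 1, 2 and 3, and 22 and 5 without *daf-16(0); daf-2(rf)* D7 replicates 1 and 2. The replicate numbers did not pair libraries of different groups (mean correlation -0.030 with the same number, 0.014 with different numbers). The loss of calls with this term therefore does not show a batch behind them. On D1, 16, 6 and 2 genes were called without *daf-2(rf)* replicates 1, 2 and 3, and 176, 474 and 127 without *daf-16(0); daf-2(rf)* replicates 1, 2 and 3.

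**Figure D2:**
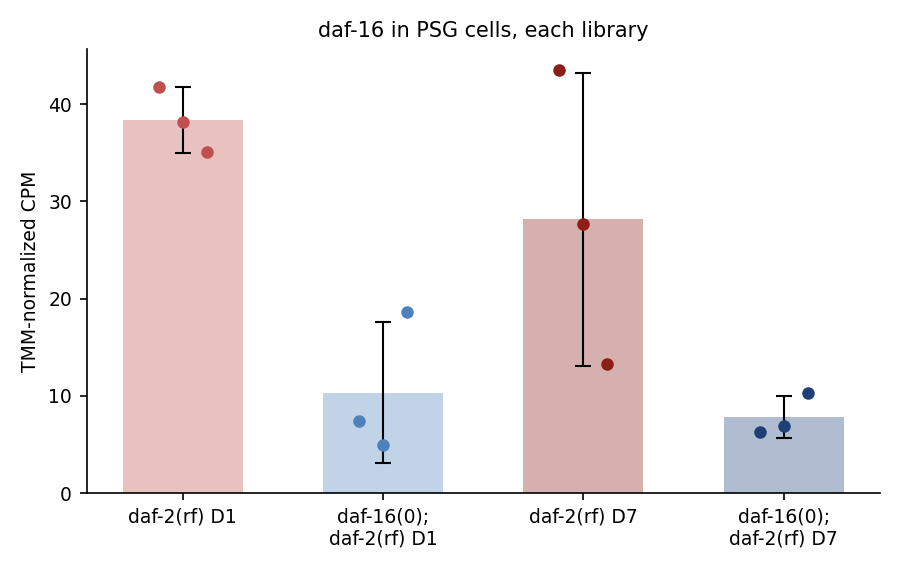
Level of *daf-16* in TMM-normalized CPM in each genotype on D1 and D7. Bars are means of 3 replicates, error bars are SDs and points are single libraries.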

The complete dataset is available in the Gene Expression Omnibus (GEO) database under accession code GSE243994.

**Fig. 1:**
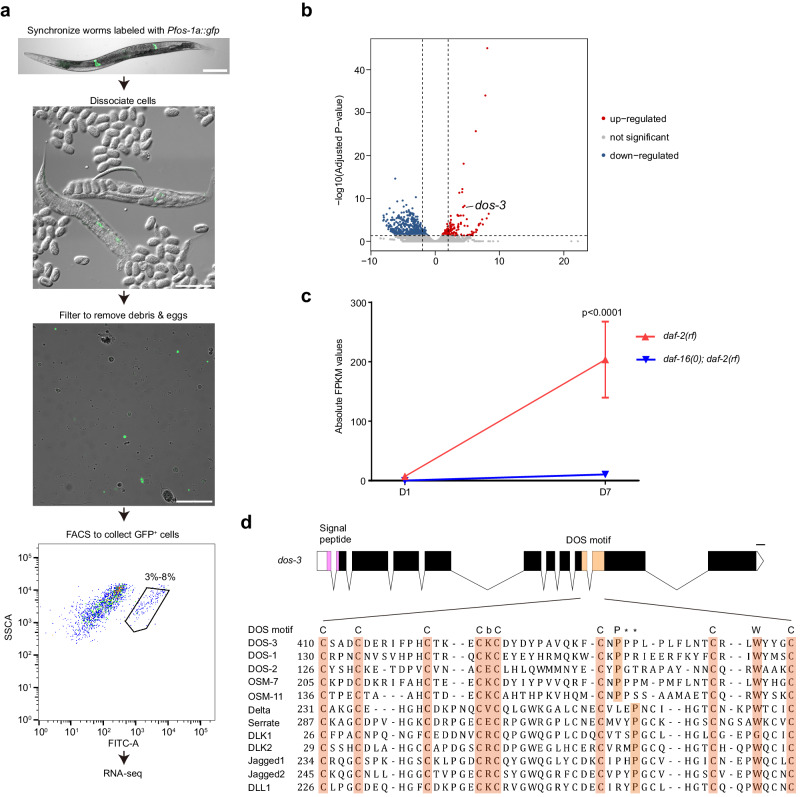
*dos-3*, which encodes a non-canonical Notch ligand, is a DAF-16/FOXO transcriptional target in aging PSG cells. **a** Flow chart for RNA-seq transcriptional profiling of isolated adult *C. elegans* PSG cells. Scale bars, 100 μm. **b** Volcano plot comparing mRNAs identified by RNA sequencing of D7 *daf-2(rf)* and *daf-16(0); daf-2(rf)* PSG cells. Red and blue dots represent genes up-regulated and down-regulated in *daf-2(rf)* PSG cells, respectively. **c** RNA-seq data of *dos-3*. Its expression was up-regulated in D7 *daf-2(rf)* PSG. Data are represented as mean ± SEM. *n* = 3 biological replicates. *P* value is calculated using Benjamini-Hochberg test. Source data are provided as a Source Data file. **d** Top: schematic showing the genomic structure of *dos-3*. Graph generated using Exon-Intron Graphic Maker (http://www.wormweb.org/exonintron). Solid boxes, exons; empty boxes, UTRs; lines, introns. The conserved signal peptide and DOS motif are highlighted in magenta and beige, respectively. Scale bar, 100 bp. Bottom: DOS motif-containing sequences from *C. elegans* (DOS-3, DOS-1, DOS-2, OSM-7, and OSM-11), *Drosophila* (Delta and Serrate), and human (DLK1, DLK2, Jagged1, Jagged2, and DLL1) proteins are aligned under the DOS motif consensus: C-X(3)-C-X(3,8)-C-X(2,5)-C-b-C-X(10,12)-C-X(1,3)-P-X(6,9)-C-X(1,4)-W-X(1,4)-C. Conserved DOS-motif amino acids are shaded. b represents K, V, E, or R, and the asterisks indicate possible positions for proline in the DOS motif.

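Among the genes called on D7, the 5 with the largest fitted log2 fold changes in each direction were examined. For genes at the floor in one genotype, the fitted value depends on the prior count, so that their order is not that of the lower bounds given here, and *pept-1*, outside the 5, was at least 39.6-fold lower in *daf-2(rf)*. *sod-5* (ZK430.3) had 268 ± 70.7 CPM (SD, n = 3) in *daf-2(rf)* and 0.995 ± 0.686 CPM in *daf-16(0); daf-2(rf)*. Its log2 fold change was 8.09 (standard error 0.72, adjusted p = 0.00914 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *alh-2* (K04F1.15) had 126 ± 78.6 and 0.577 ± 0.363 CPM, a log2 fold change of 7.77 (standard error 0.72, adjusted p = 0.00914 from the same edgeR test and adjustment). *F08H9.4* had 40.4 ± 37.7 and 0.261 ± 0.281 CPM, a log2 fold change of 7.28 (standard error 1.05, adjusted p = 0.0423 from the same edgeR test and adjustment). *B0546.4* was at least 37.3-fold and *B0546.3* at least 15.3-fold higher in *daf-2(rf)*. These genes lie side by side on chromosome IV with *mai-2*, between positions 3378791 and 3386907, and over both ages the 3 genes had 1564 reads in the *daf-2(rf)* libraries and 2 in the *daf-16(0); daf-2(rf)* libraries. Lower in *daf-2(rf)* were *F55G11.2* (at least 32.2-fold), *clec-10* (at least 26.6-fold), *ifd-1* (at least 25.6-fold), *C29F9.4* (at least 17.8-fold) and *zig-2* (at least 7.65-fold). The adjusted p of these 7 genes lay between 0.0398 and 0.0490 in the same edgeR fit with Benjamini-Hochberg adjustment. With a term for replicate number in the fit, all 10 genes lost their call, with adjusted p from 0.0798 (*sod-5*, 9.37e-46 to 0.0798 across the alternatives) to 0.171 (*zig-2*) in edgeR with Benjamini-Hochberg adjustment. As the replicate numbers do not pair the libraries, this loss does not show a batch behind the calls. With 1 library left out at a time, *sod-5* and *alh-2* lost their call without *daf-16(0); daf-2(rf)* D7 replicate 3 and in no other fit. The call of *F08H9.4* was lost in 5 of the 6 fits that each left out 1 library, that of *B0546.4* in 4, and those of the other 6 genes in all 6. With all libraries, the log2 limits of *F55G11.2*, *clec-10* and *ifd-1* were -5.01, -4.73 and -4.68. They shrank to -3.77, -3.89 and -3.53 without *daf-16(0); daf-2(rf)* D7 replicate 1. They grew to -5.83, -5.56 and -5.50 without *daf-2(rf)* D7 replicate 1.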

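*dos-3* (K02F3.8) had 0.965 ± 0.651 CPM (SD, n = 3) in *daf-2(rf)* PSG cells on D1 and 10.3 ± 5.66 CPM (SD, n = 3) on D7. In *daf-16(0); daf-2(rf)*, no read was counted on it in any D1 library, and its D7 level was 0.520 ± 0.264 CPM (SD, n = 3). On D7, its deposited FPKM was 4.57 ± 2.50 (SD, n = 3) in *daf-2(rf)* and 0.234 ± 0.122 (SD, n = 3) in *daf-16(0); daf-2(rf)*. All *daf-2(rf)* D7 libraries lay above all *daf-16(0); daf-2(rf)* D7 libraries (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). On D1, 7, 16 and 5 reads were counted in *daf-2(rf)*, under the minimum for a test. Without a filter on low counts, edgeR gave an adjusted p of 0.0237 (Benjamini-Hochberg adjustment), the only value among the alternatives. Against the floor of 3 reads in *daf-16(0); daf-2(rf)*, the *daf-2(rf)* D1 level was at least 1.41-fold higher, a lower bound of 0.50 on the log2 scale. Without *daf-2(rf)* D1 replicate 2, this bound fell to -0.15, and without *daf-16(0); daf-2(rf)* D1 replicate 1 it was 1.20. With age, the log2 fold change in *daf-2(rf)* from D1 to D7 was 3.48 (standard error 0.65, adjusted p = 0.0546 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which did not pass the threshold. Its adjusted p lay between 1.05e-09 and 0.0573 across the alternative settings that gave a value, and with single libraries left out between 0.0460, without *daf-2(rf)* D7 replicate 1, and 0.171. In *daf-16(0); daf-2(rf)*, the gene had too few reads for a test with age. Whether the genotype difference itself differed between D7 and D1 could not be detected at this depth (adjusted p = 0.486 for the interaction of genotype and age, edgeR with Benjamini-Hochberg adjustment).
The values in the Source Data of Fig. 1c equal the counts divided by DESeq2 size factors computed within each day. On that scale the *daf-2(rf)* mean on D7 was 28.4 times that on D1, against 10.8 times on the deposited FPKM scale and 10.7 times in CPM.

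**Figure D3:**
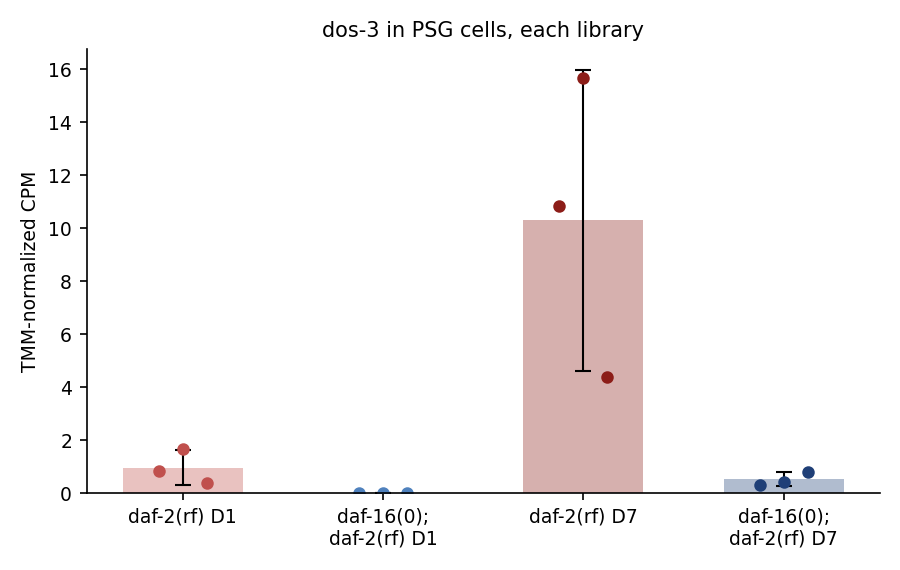
Level of *dos-3* in TMM-normalized CPM in each genotype on D1 and D7. Bars are means of 3 replicates, error bars are SDs and points are single libraries.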

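In the count files, *dos-3* lies on the minus strand of chromosome III from 835815 to 839591, with an exon length of 2224 bases. In the reference annotation of the same genome build, the gene runs from 835751 to 839591 and has 1 transcript with 11 exons, 2288 bases in all, of which 2136 are coding. The 5′ UTR (85 bases) lies from 839507 to 839591 in exon 1, which also holds the start codon (839504 to 839506). The stop codon lies from 835815 to 835817 in exon 11, followed by a 3′ UTR of 64 bases down to 835751. This 3′ UTR is not part of the gene in the count files, where *zip-2* ends at 835814, so that these 64 bases lie within *zip-2* there. Of the 40657 genes found in both annotations, 62.0% have the same start and end. The longest exons are exon 10 (455 bases) and exon 11 (476 bases with the 3′ UTR).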

We compared our D1 PSG-specific DAF-16/FOXO transcriptome with the previously reported D1 whole-worm DAF-16/FOXO transcriptome^15,16^. 

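Among the genes called on D1, those with the largest fitted log2 fold changes in each direction were examined, an order that differs from that of the lower bounds for genes at the floor in one genotype. Higher in *daf-2(rf)* were *B0546.4* (at least 18.4-fold), *mai-2* (at least 8.98-fold), *B0238.12* (at least 7.08-fold), *B0546.3* (at least 4.34-fold) and *F07F6.2* (at least 2.90-fold), with adjusted p between 0.0120 and 0.0264 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *B0546.3*, *B0546.4* and *mai-2* are neighbours on chromosome IV and had next to no reads in *daf-16(0); daf-2(rf)* at either age. *ilys-5* was at least 311-fold lower in *daf-2(rf)*, with 596, 339 and 48 reads in *daf-16(0); daf-2(rf)* and none in *daf-2(rf)*, and *mtl-2* at least 28.1-fold lower. On the log2 scale, these limits were -8.28 for *ilys-5* and -4.81 for *mtl-2*. Leaving out 1 library at a time moved them between -8.76 and -6.18 and between -5.24 and -3.54. Both were smallest without *daf-16(0); daf-2(rf)* D1 replicate 1. *asp-1* had a log2 fold change of -6.35 (standard error 1.03, adjusted p = 0.0202) and *cpr-1* of -6.14 (standard error 0.95, adjusted p = 0.0202), both from edgeR with Benjamini-Hochberg adjustment. *cpr-4* fell from 20.5 ± 6.18 CPM (SD, n = 3) in *daf-16(0); daf-2(rf)* to 0.340 ± 0.251 CPM in *daf-2(rf)*, a log2 fold change of -5.94 (standard error 0.60, adjusted p = 0.00813 from the same edgeR test and adjustment). *B0546.4* and *cpr-4* kept their call with each library left out in turn, and the other 8 genes lost it in 2 to 4 of the 6 fits, with adjusted p from 0.0521 to 0.0908 in edgeR with Benjamini-Hochberg adjustment. These were fits without a *daf-2(rf)* D1 library and, for *B0238.12* and *F07F6.2*, also the fit without *daf-16(0); daf-2(rf)* D1 replicate 3.
Of the genes the paper names, *hsp-16.2* and *sygl-1* were called on D1. *hsp-16.2* had 26.2 ± 14.1 CPM (SD, n = 3) in *daf-2(rf)* and 609 ± 328 CPM in *daf-16(0); daf-2(rf)*, a log2 fold change of -4.61 (standard error 0.65, adjusted p = 0.0202 from edgeR with Benjamini-Hochberg adjustment). It lost its call without *daf-2(rf)* D1 replicate 2 (adjusted p = 0.0618) or replicate 3 (adjusted p = 0.0851), against 8.7e-14 to 0.0289 across the alternative settings. *sygl-1* (T27F6.4) had 0.578 ± 0.334 and 4.00 ± 1.74 CPM, from 3 to 8 reads per library in *daf-2(rf)* and 16 to 26 in *daf-16(0); daf-2(rf)*, a log2 fold change of -2.79 (standard error 0.58, adjusted p = 0.0318 from the same edgeR test and adjustment). With 1 library left out at a time, the call of *sygl-1* held only without *daf-16(0); daf-2(rf)* D1 replicate 2 (adjusted p = 0.0236 from the same edgeR test and adjustment), and its adjusted p reached 0.152. The paper describes *sygl-1* as a GLP-1 target in the germ line. A hand-written list of germ-line genes was also lower in *daf-2(rf)* on D1 (median -2.33, all 8 genes tested). RNA from germ cells among the sorted cells therefore stays open for *sygl-1*. In the distal germ line, the paper found no effect of removing *daf-16* on SYGL-1 protein on D1.
Of 6267 genes tested at both ages, 192 were called on D1 and 39 on D7. Of these, 12 were called at both ages, where 1.19 would be expected by chance (odds ratio 14.9, two-sided Fisher's exact test, p = 9.2e-10), and all 12 changed in the same direction, 7 higher and 5 lower in *daf-2(rf)*. They included *swm-1*, *ttr-26*, *asp-6*, *clec-63*, *clec-150*, *cpr-4*, *act-5*, *B0546.3* and *B0546.4*. For *B0546.3* and *B0546.4*, a variant of the strain that is separate from *daf-16* is a candidate explanation. Both ages compare the same strains, so any other difference between the strains would recur at both ages too. An effect called at one age only was not thereby shown to differ between the ages.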

Our dataset was much smaller and although overlap between the two gene lists was observed, most of the PSG DAF-16/FOXO-regulated genes differed from those identified in the whole-worm set (Supplementary Fig. 2a). This result is consistent with our estimation from the FACS data that PSG cells comprise only 3-8% of the cell population in the adult *C. elegans* hermaphrodites, therefore expression changes of relevant DAF-16/FOXO targets in the PSG could be masked by their expression in other tissues. During the reproductive period of *C. elegans* hermaphrodites, cells in the PSG play an important role in regulating oocyte maturation, ovulation, and fertilization^17,18^. These processes require normal IIS^19^. 

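Hand-written lists of *C. elegans* genes for 8 processes were tested with limma's camera on log2 CPM, adjusted by Benjamini-Hochberg over the 8 lists. On D1, the 16 oogenesis genes tested had a median log2 fold change of -2.53, with 15 lower in *daf-2(rf)* (adjusted p = 1.30e-08 from camera with Benjamini-Hochberg adjustment). Of them, 8 were called over all genes tested and 12 had an adjusted p under 0.05 when adjusted over the list alone. The called ones ran from -3.77 (*pos-1*) to -2.27 (*oma-1*). The 14 calcium import genes had a median of 0.59, 9 of them higher in *daf-2(rf)* (adjusted p = 0.0553 from the same camera test and adjustment), with *unc-2* called at 2.42 and 1 gene passing when adjusted over the list alone. The 27 striated muscle contraction genes had a median of -0.56, 17 of them lower (adjusted p = 0.0553 from the same camera test and adjustment), with *mup-2* called at -2.14 and 3 genes passing when adjusted over the list alone. The muscle list passed 0.05 without *daf-2(rf)* D1 replicate 2 (adjusted p = 0.00695 from camera, within 0.00695 to 0.382 over all settings), without *daf-16(0); daf-2(rf)* D1 replicate 3 (adjusted p = 0.0290) and without the 20 genes with the most reads (adjusted p = 0.0441), a setting chosen after the data were seen.
The 19 heat response genes had a median of -1.70, with 17 lower (adjusted p = 1.74e-07 from camera with Benjamini-Hochberg adjustment), 6 called and 10 passing when adjusted over the list alone. All 6 called were *hsp-16* genes, from -5.52 (*hsp-16.11*) to -4.01 (*hsp-16.41*), and the counts do not say how reads shared by the near-identical copies of this family were assigned. The 74 cytosolic ribosomal protein genes all had a lower fitted level (median -1.77, adjusted p = 8.67e-14 from the same camera test and adjustment), but only *rpl-11.1* was called (-2.72), and 1 gene passed when adjusted over the list alone. Their summed level was 111121 CPM in *daf-16(0); daf-2(rf)* D1 replicate 1 and 30638 and 30945 CPM in the other replicates, and without replicate 1 the list's median on the log2 CPM scale moved from -1.39 to -0.48. The 14 whole-worm DAF-16/FOXO-activated genes had a median of -1.0 (adjusted p = 0.0526 from camera with Benjamini-Hochberg adjustment), with 1 called higher, 3 called lower and 6 passing when adjusted over the list alone. They passed 0.05 with DESeq2 size factors, with a term for replicate number (0.0286) and, in a setting chosen after the data were seen, without the 20 genes with the most reads (0.0441). They also passed without *daf-2(rf)* D1 replicate 1 (0.0256), *daf-2(rf)* D1 replicate 2 (0.0120) or *daf-16(0); daf-2(rf)* D1 replicate 2 (0.0168), in a range of 0.0120 to 0.361 over all settings. The 19 FoxO signaling genes had a median of -0.07 (adjusted p = 0.435 from camera with Benjamini-Hochberg adjustment), with *sod-3* called at 3.07, *akt-1* at 2.25 and both passing when adjusted over the list alone. The 10 mitochondrial unfolded-protein response genes had a median of -0.13 (adjusted p = 0.765 from camera with Benjamini-Hochberg adjustment), with *hsp-6* called at -2.03, the only gene passing when adjusted over the list alone.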

Consistently, pathway enrichment analysis of our D1 PSG-specific DAF-16/FOXO transcriptome showed that gene clusters associated with these PSG functions such as “calcium ion transmembrane import into cytosol”, “striated muscle contraction”, and “oogenesis” were overrepresented, confirming that our cell isolation method is highly selective for PSG cells (Supplementary Fig. 2b).

In line with the timing of unmated hermaphrodites’ reproductive cessation on ~D5, our D7 PSG-specific DAF-16/FOXO transcriptome was no longer enriched with gene classes associated with PSG functions in reproduction, but with categories involved in stress responses including “mitochondrial unfolded-protein response”, “FoxO signaling pathway”, as well as “response to heat” (Supplementary Fig. 2c). This up-regulation of stress response genes in the aging *daf-2(rf)* PSG suggests that an anti-aging response is elicited in these cells, which could lead to the production of an intercellular signaling molecule to modulate progenitor activity in the distal germ line.

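The same 8 lists were tested on D7. All 73 ribosomal protein genes tested were higher in *daf-2(rf)*, with a median log2 fold change of 1.02 (adjusted p = 9.02e-29 from limma's camera with Benjamini-Hochberg adjustment). None was called over all genes tested (65 at an unadjusted p under 0.05), and 65 passed when adjusted over the list alone. The 18 whole-worm DAF-16/FOXO-activated genes had a median of 0.98, with 14 higher in *daf-2(rf)* (adjusted p = 0.00620 from the same camera test and adjustment). *mtl-1*, at least 6.08-fold higher, was called, and 11 passed when adjusted over the list alone. The 23 FoxO signaling genes had a median of 0.31, with 20 higher (adjusted p = 0.0264 from the same camera test and adjustment), *ctl-3* called at 3.93 and 5 passing when adjusted over the list alone. Without *daf-2(rf)* D7 replicate 1, the adjusted p of the FoxO list was 0.230 and that of the whole-worm list 0.0971, in ranges over all settings of 0.00132 to 0.364 and 0.00132 to 0.278. The 21 heat response genes had a median of 0.72, with 16 higher (adjusted p = 0.0967 from camera with Benjamini-Hochberg adjustment), none called (5 at an unadjusted p under 0.05) and 1 passing when adjusted over the list alone. On the log2 CPM scale its median was 0.26. It passed 0.05 without *daf-2(rf)* D7 replicate 2 (adjusted p = 0.00174, the lowest of a range up to 0.978), and its median turned to -0.21 without *daf-2(rf)* D7 replicate 3. The 11 mitochondrial unfolded-protein response genes had a median of 0.27, with 8 higher (adjusted p = 0.284 from camera with Benjamini-Hochberg adjustment), and none passed an unadjusted p under 0.05.
Of the lists for reproductive functions, the 15 oogenesis genes had a median of 0.75 (adjusted p = 0.284 from the same camera test and adjustment). Without *daf-2(rf)* D7 replicate 2 it passed 0.05 (adjusted p = 1.14e-04, the lowest of a range up to 0.711), and without *daf-2(rf)* D7 replicate 1 its log2 CPM median turned from 0.58 to -0.29. The 15 calcium import genes had a median of -0.31 (adjusted p = 0.113 from the same camera test and adjustment) and passed 0.05 without *daf-16(0); daf-2(rf)* D7 replicate 2 (adjusted p = 0.0125, the lowest of a range up to 0.510). The 25 striated muscle contraction genes had a median of 0.03, with 13 higher and 12 lower (adjusted p = 0.822 from camera with Benjamini-Hochberg adjustment). None of these 3 lists had a called gene (2, 3 and 1 genes at an unadjusted p under 0.05), and 0, 1 and 0 genes passed when adjusted over the list alone. Of the lists past 0.05 in camera, the ribosomal and whole-worm lists on D7 and the oogenesis and heat response lists on D1 also passed in limma's fry, the FoxO list on D7 and the ribosomal list on D1 did not, and none passed with an estimated correlation between genes. Some genes stood in both of a pair of lists, 5 in the heat response and whole-worm lists and 4 in the FoxO and whole-worm lists. The difference between the ages was not tested for lists.

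**Figure D4:**
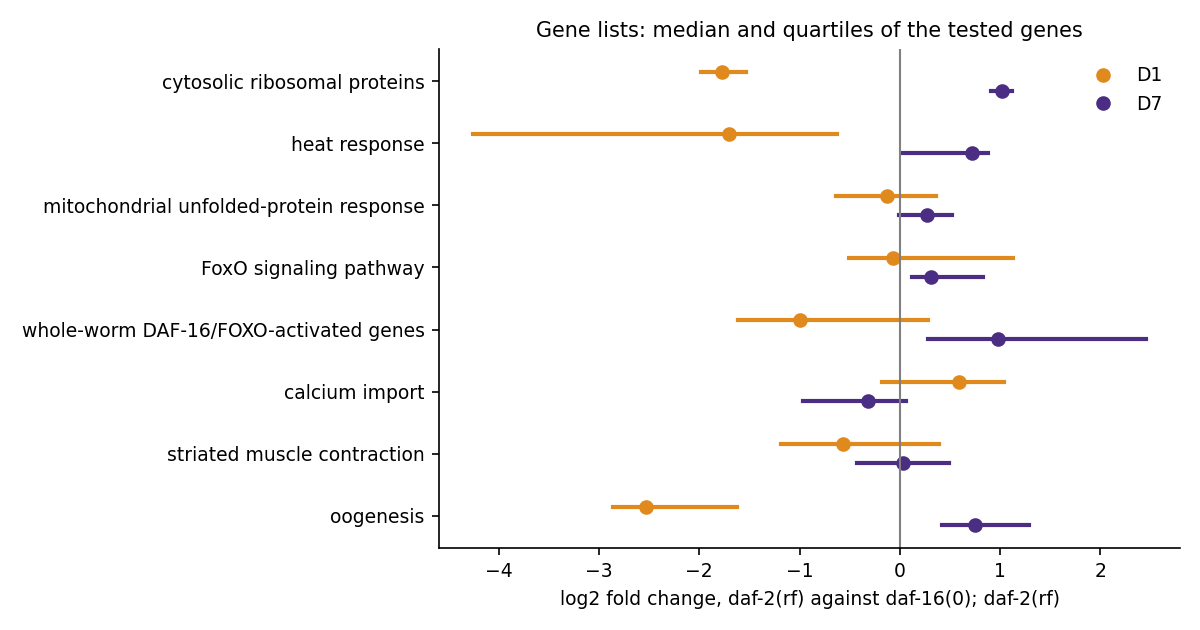
Log2 fold changes between the genotypes in the 8 process lists on D1 and D7. Points are medians and lines span the quartiles of the genes tested, and positive values are higher in *daf-2(rf)*. With single libraries left out, the medians of the heat response, oogenesis and striated muscle lists on D7 and of the FoxO and mitochondrial lists on D1 change sign.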

### Analysis of the aging PSG-specific DAF-16/FOXO transcriptome identifies *dos-3*

While examining our aging PSG-specific DAF-16/FOXO transcriptome, we found a gene *dos-3*, representing a particularly attractive candidate for the signal from PSG to the distal germ line in the *daf-2(rf)* animals for the following reasons: (1) its expression was up-regulated by DAF-16/FOXO activity in the aging *daf-2(rf)* PSG (Fig. 1b, c); (2) it bears a signal peptide sequence at its N-terminus suggestive of a secreted protein (Fig. 1d); (3) it encodes a putative non-canonical Notch ligand. 

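On D7, 903 reads were counted on *dos-3* over the 3 *daf-2(rf)* libraries, 624 of them in replicate 2, and 6, 7 and 11 reads in the *daf-16(0); daf-2(rf)* replicates. The log2 fold change was 4.31 (standard error 0.60, adjusted p = 0.0398 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in 3 of 3 *daf-2(rf)* libraries. Across the alternative analyses that gave a value, it ran from 2.07 to 4.35 and its adjusted p from 1.43e-13 to 0.102. Leaving out 1 library at a time gave log2 fold changes from 3.86, without *daf-2(rf)* D7 replicate 2, to 4.78, without *daf-16(0); daf-2(rf)* D7 replicate 3, with adjusted p from 0.0252 to 0.126 in edgeR with Benjamini-Hochberg adjustment. *dos-3* was called in 1 of these 6 fits, the one without *daf-2(rf)* D7 replicate 3. The neighbouring gene *zip-2* had a log2 fold change of 0.49 (standard error 0.31) on D7. From the higher expression of *dos-3* in D7 *daf-2(rf)* PSG cells, its signal peptide and its relation to Notch ligands, the paper reasons that *dos-3* is an attractive candidate for the signal from the PSG to the distal germ line.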

DOS-3 and related *C. elegans* proteins (DOS-1, DOS-2, OSM-7, and OSM-11) do not contain the characteristic DSL domain of canonical Notch ligands, but instead possess a conserved DOS motif that is present in the extracellular domain of many known Notch ligands in other species (Fig. 1d, Supplementary Fig. 3). 

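Of the other DOS genes, *osm-11* was the only one with enough reads for a test. Its level was 27.7 ± 4.86 CPM (SD, n = 3) in *daf-2(rf)* and 41.9 ± 14.2 CPM in *daf-16(0); daf-2(rf)* on D1, and 30.4 ± 33.9 and 41.2 ± 17.8 CPM on D7. The log2 fold change was -0.66 on D1 (adjusted p = 0.309) and -0.40 on D7 (adjusted p = 0.798), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. No library had more than 37 reads on *dos-1*, 2 on *dos-2* or 7 on *osm-7*, and these genes were not tested. The canonical ligand gene *apx-1* had mean levels of 7.22 CPM in *daf-2(rf)* and 16.7 CPM in *daf-16(0); daf-2(rf)* on D1, and of 2.49 and 6.86 CPM on D7. Its log2 fold change was -1.25 on D1 (adjusted p = 0.149) and -1.55 on D7 (adjusted p = 0.337), both from edgeR with Benjamini-Hochberg adjustment. On D7, *dsl-2* had a log2 fold change of -3.78 (adjusted p = 0.106) and *dsl-3* of -2.41 (adjusted p = 0.257), both from edgeR with Benjamini-Hochberg adjustment. Of the 15 DOS and DSL genes, 5 were tested on D7, 1 of them (*dos-3*, for which the list was drawn up) was called, and 2 passed when adjusted over the list alone. On D1, 2 were tested, none was called (1 at an unadjusted p under 0.05) and 1 passed when adjusted over the list alone. The list's p was 0.158 on D7 and 0.105 on D1 with limma's camera, and 0.0386 on D1 with fry.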

Although the function of DOS-3 was not characterized, two other DOS proteins, OSM-7 and OSM-11, had been shown to be able to activate LIN-12 and GLP-1, the two Notch receptors in *C. elegans*, to regulate biological processes such as vulval development, adult chemosensory response, and larval molting quiescence^20,21^. We therefore hypothesized that DOS-3 might be the signal from PSG that could act upon the GLP-1/Notch signaling in the distal germ line to affect GSPC maintenance over time.

### *dos-3* is up-regulated in aging *daf-2(rf)* PSG

To define the expression pattern of *dos-3* during aging, we generated two transcriptional reporters of *dos-3* by expressing *gfp* under the control of its endogenous promoter using extrachromosomal arrays (Fig. 2a). We observed similar results for both transgenic lines: GFP fluorescence was detected in the PSG cells of *daf-2(rf)* animals on both D1 and D7 (Fig. 2b, d); additionally, we observed a significant increase in GFP fluorescence intensity in D7 *daf-2(rf)* PSG cells relative to D1, confirming that *dos-3* is up-regulated in aging *daf-2(rf)* PSG (Fig. 2e).

**Fig. 2:**
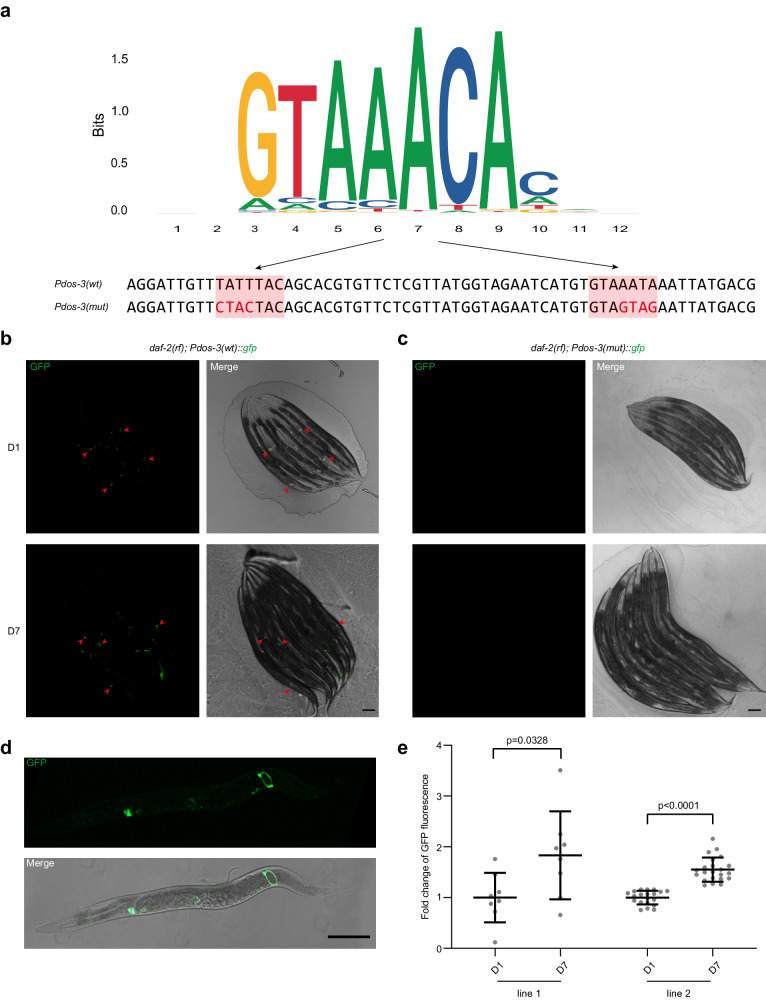
*dos-3* is up-regulated in aging *daf-2(rf)* PSG, which requires the binding of DAF-16/FOXO to the two DBEs in its promoter. **a** Top: consensus DBE sequences identified from *C. elegans* ChIP-seq data by Jaspar. Bottom: DBE-containing sequences of the *dos-3* promoters used in our transcriptional reporter analysis. The two DBEs are shaded in coral with the mutated bases indicated in red. **b**, **c** Expression of *dos-3* transcriptional reporters in *daf-2(rf)*. Worms are oriented head toward the upper left corner. Scale bars: 100 μm. **b** Representative GFP and merge images of D1 and D7 *daf-2(rf); Ex[Pdos-3(wt)::gfp]* worms. Arrowheads indicate GFP expression in the PSG cells. **c** Representative GFP and merge images of D1 and D7 *daf-2(rf); Ex[Pdos-3(mut)::gfp]* worms. GFP is undetectable in these animals. **d** PSG expression of *Pdos-3(wt)::gfp* in *daf-2(rf)*. Representative GFP and merge images of an adult *daf-2(rf); Ex[Pdos-3(wt)::gfp]* worm. The worm is oriented head to the left. Scale bar: 100 μm. **e** Fold change of GFP fluorescence in D7 *daf-2(rf); Ex[Pdos-3(wt)::gfp]* worms relative to D1. **e** is a quantification of data represented in (**b**). Two transgenic lines were examined for this experiment. Data are represented as mean ± SD with individual values shown as dots. *n* = 8, 8, 20, 22 animals from left to right. *P* values are calculated using two-tailed Student’s *t*-test. Source data are provided as a Source Data file.

### DAF-16/FOXO binds to *dos-3* promoter

DAF-16/FOXO induces expression of its canonical targets by binding to the DAF-16 binding element (DBE, GTAAAt/cA) of their promoters^15^. To test if *dos-3* is a direct transcriptional target of DAF-16/FOXO, we mutated the two DBEs in the *dos-3* promoter (Fig. 2a) and generated GFP transcriptional reporters using the mutated sequence. For all three transgenic lines, GFP fluorescence was lost in the PSG cells of *daf-2(rf)* animals (Fig. 2c), suggesting that *dos-3* expression requires the binding of DAF-16/FOXO to the DBEs in its promoter and therefore it is a direct target of DAF-16/FOXO.

### Disruption of *dos-3* function promotes GSPC loss in *daf-2(rf)*

To further investigate the function of *dos-3* in GSPC maintenance over time, we generated a loss-of-function allele of *dos-3*, *syb5125*, using the CRISPR/Cas9 technique. This mutation likely causes a complete loss of function of *dos-3* because it deletes 864 bp after the signal peptide sequence and introduces a single-nucleotide change so that a premature stop codon forms at the deletion site (Fig. 3a).

**Fig. 3:**
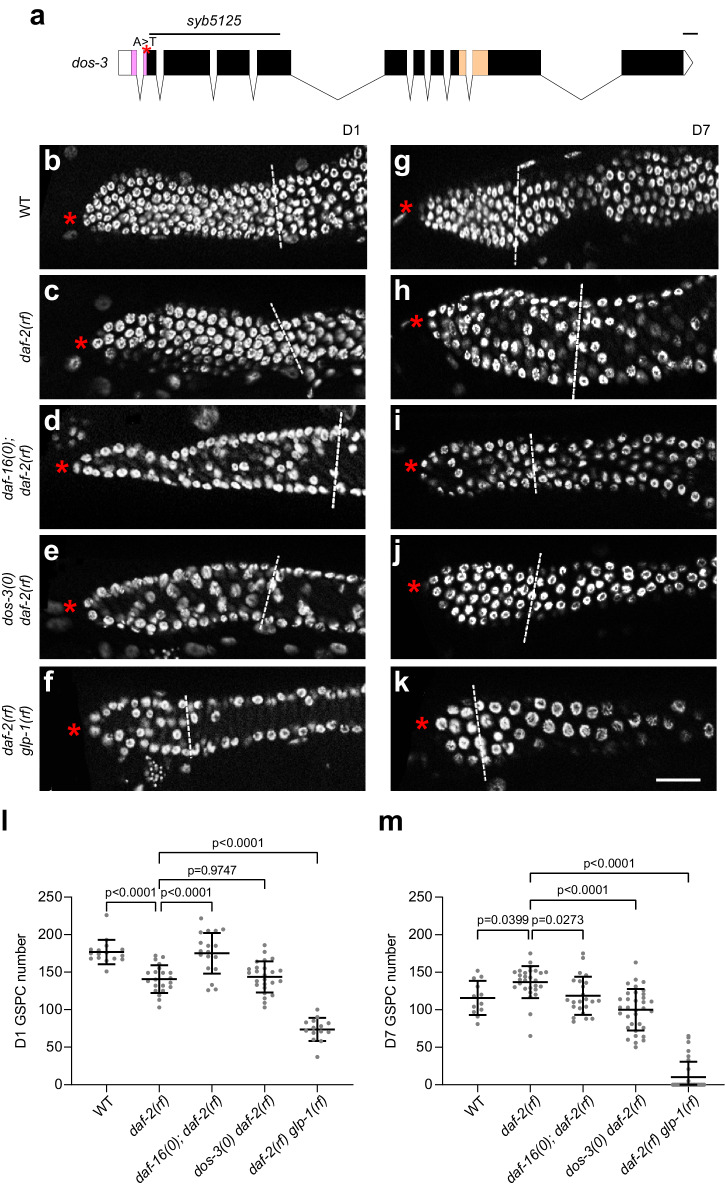
*dos-3* is required for the effect of reducing IIS on GSPC maintenance over time in *C. elegans.* **a** Schematic showing the *dos-3(syb5125)* mutation. The deletion and A to T single-nucleotide change in the *dos-3(syb5125)* allele are indicated by black line and red asterisk, respectively. Graph generated using Exon-Intron Graphic Maker (http://www.wormweb.org/exonintron). Scale bar, 100 bp. **b**–**k** DAPI-stained germ lines of D1 and D7 adult worms. Asterisk indicates the distal end of the germ line, and the white dashed line indicates the proximal border of the proliferative zone, defined as the first row of cells in which two or more crescent-shaped meiotic prophase nuclei appear. Scale bar: 20 μm. Representative germ lines of D1 wildtype (**b**), *daf-2(rf)* (**c**), *daf-16(0); daf-2(rf)* (**d**), *dos-3(0) daf-2(rf)* (**e**), and *daf-2(rf) glp-1(rf)* (**f**) animals. Representative germ lines of D7 wildtype (**g**), *daf-2(rf)* (**h**), *daf-16(0); daf-2(rf)* (**i**), *dos-3(0) daf-2(rf)* (**j**), and *daf-2(rf) glp-1(rf)* (**k**) animals. Number of GSPCs per gonad arm in D1 (**l**) and D7 (**m**) wildtype, *daf-2(rf)*, *daf-16(0); daf-2(rf)*, *dos-3(0) daf-2(rf)*, and *daf-2(rf) glp-1(rf)* worms. Data are represented as mean ± SD with individual values shown as dots. *n* = 16, 21, 18, 25, 14 animals from left to right in (**l**); *n* = 12, 28, 23, 34, 32 animals in (**m**). *P* values are calculated using one-way ANOVA and Dunnett’s post hoc test. Source data are provided as a Source Data file.

In order to assess the age-associated depletion of GSPCs, we first measured the number of GSPCs at the beginning of adulthood. As expected, *daf-2(rf)* animals had fewer GSPCs (~140 GSPCs per gonad arm, Fig. 3c, l) than wild type (~180 GSPCs per gonad arm, Fig. 3b, l) on D1 because IIS promotes larval germline proliferation in *C. elegans*^22^. This phenotype is dependent on DAF-16/FOXO activity^22^, therefore loss of *daf-16* reversed the number of GSPCs in *daf-2(rf)* mutants on D1 to a level similar to that in wild type (Fig. 3d, l). By contrast, removing *dos-3* did not alter the number of GSPCs in *daf-2(rf)* animals on D1, suggesting that *dos-3* is not required for the effect of reducing IIS on larval GSPC accumulation (Fig. 3e, l). Lastly, since *C. elegans* uses Notch signaling for their germline stem cell specification, *e2141*, a reduction-of-function mutation of *glp-1*, which encodes the Notch receptor expressed in the germ line, further reduced the number of GSPCs in *daf-2(rf)* mutants on D1 (Fig. 3f, l).

We hypothesized that in aging *daf-2(rf)* animals, DAF-16/FOXO activates expression of DOS-3, which is then secreted from the PSG and acts upon GLP-1 on the distal germ line to maintain GSPCs. As reported previously, we observed a delay in age-related GSPC loss in *daf-2(rf)* mutants^9^, shown by an elevation of D7 GSPC number in these animals (~130 GSPCs per gonad arm, Fig. 3h, m) compared with wild type (~110 GSPCs per gonad arm, Fig. 3g, m). Consistent with previous observations, this delay was suppressed by loss of *daf-16*^9^, as evidenced by a reduction in D7 GSPC number in *daf-16(0); daf-2(rf)* animals even though they started with more GSPCs on D1 relative to *daf-2(rf)* (Fig. 3d, i, l, m). Importantly, we found that this delay was also suppressed by a mutation in either *dos-3* or *glp-1*. Starting with similar numbers of GSPCs on D1, *dos-3(0) daf-2(rf)* animals maintained significantly fewer GSPCs than *daf-2(rf)* on D7 (Fig. 3e, j, l, m). Likewise, age-related GSPC loss was resumed in *daf-2(rf) glp-1(rf)* worms: these animals had a notably smaller GSPC pool than *daf-2(rf)* on D1, and many became GLP (all germ cells differentiated, no GSPCs remained) with age (Fig. 3f, k, l, m). Together, these results are consistent with our hypothesis that *dos-3* is the main downstream effector of DAF-16/FOXO in regulating GSPC maintenance over time and that it exerts its function by impinging on the same Notch signaling pathway utilized by signals emanating from the DTC.

We used either DAPI nuclear morphology (Fig. 3) or pS/TQ antibody staining which marks early meiotic prophase nuclei^23^ (Supplementary Fig. 4) to determine the border of the germline proliferative zone when comparing GSPC numbers of the various genetic groups. Analysis using these two different methods led to the same conclusion: reducing DAF-2 activity delays age-associated depletion of GSPCs and this effect requires *daf-16*, *dos-3*, and *glp-1* (Fig. 3l, m; Supplementary Fig. 4b, c). In addition, we performed phospho-Histone 3 (pH3) antibody staining to measure changes in the GSPC proliferation rates. Although an age-related decrease in mitotic index was detected for all genetic groups, none of the mutations seemed to cause a significant effect on mitotic index (Supplementary Fig. 4d, e). Therefore, we decided to focus on analyzing the number of GSPCs for the rest of this study.

### Adult PSG *dos-3* expression is required for GSPC maintenance over time

We confirmed the adult PSG requirement for *dos-3(+)* in GSPC maintenance over time by tissue-specific *dos-3* RNAi. To achieve adult PSG-specificity, we conducted RNAi knockdown in the *rde-1(0)* RNAi-deficient animals expressing *rde-1(+)* from the PSG-specific *fos-1a* promoter^24^ and fed the worms with RNAi bacteria starting from D1. We found that similar to the case of *daf-16*, knocking down *dos-3* only in the adult PSG resembled knocking down *dos-3* in the whole animal, causing more pronounced GSPC depletion in the *daf-2(rf)* background (Supplementary Fig. 5). This requirement for both *daf-16* and *dos-3* in the adult PSG is in agreement with our hypothesis that transcription factor DAF-16/FOXO activates expression of DOS-3 in the adult PSG cells to antagonize age-related GSPC loss.

### DOS-3 acts upon Notch signaling in the distal germ line

*C. elegans* relies on Notch signaling for germline stem cell specification. The DTC expresses two DSL ligands LAG-2 and APX-1, which interact with GLP-1/Notch receptor on germ cells. Following GLP-1 activation, its intracellular domain gets cleaved and translocates into the nucleus, where it interacts with DNA-binding protein LAG-1 to activate the transcription of downstream Notch effector genes. Two direct transcriptional targets of GLP-1, *sygl-1* and *lst-1*, are redundantly required and each sufficient for promoting the undifferentiated, proliferation-competent germline stem cell fate^25–30^. Previous studies have reported that an age-related decrease in GLP-1/Notch signaling leads to changes in germline stem cell fate specification, contributing to age-related declines in meiotic entry and reproductive output^11^. Conversely, ectopic expression of *sygl-1* could delay reproductive aging and age-related changes in germ cells^31^.

To test if DOS-3 exerts its function in GSPC maintenance over time through the previously described Notch signaling pathway in the distal germ line, we examined germline expression of *sygl-1* and *lst-1* in various genetic backgrounds during aging. To visualize SYGL-1 protein, we inserted a 3xOLLAS-encoding sequence into the endogenous *sygl-1* locus using the CRISPR/Cas9 technique to generate an OLLAS::SYGL-1 fusion protein^29^ (Fig. 4a). We found that consistent with the age-associated depletion of GSPCs, wildtype animals also displayed an age-related decline in the extent of Notch signaling in the distal germ line as measured by both the number of OLLAS::SYGL-1-expressing cells (Fig. 4b, g, l, m) and the size of OLLAS::SYGL-1-positive domain in cell diameters (Fig. 4b, g, n, o). This result is in line with the observation made by Kocsisova et al. in mated wildtype hermaphrodites^11^, suggesting that reduction in Notch signaling contributes to age-related loss of GSPCs regardless of whether the worms are mated or not.

**Fig. 4:**
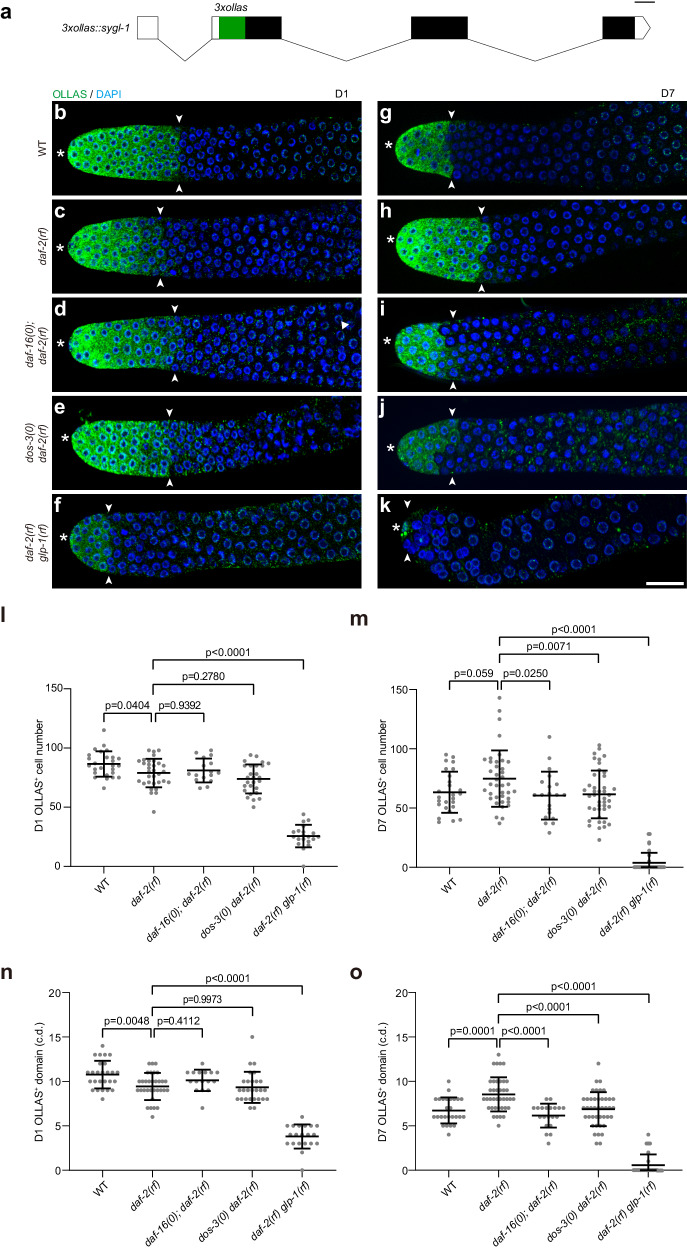
DOS-3 activates Notch signaling in the distal germ line of aging *daf-2(rf)* animals. **a** Schematic showing the CRISPR/Cas9 knock-in of *3xollas* at the N-terminus of *sygl-1* endogenous locus. Graph generated using Exon-Intron Graphic Maker (http://www.wormweb.org/exonintron). Scale bar, 100 bp. **b**–**k** Dissected gonads from D1 and D7 adults stained with anti-OLLAS antibody (green) and DAPI (blue). Asterisk indicates the distal end of the germ line, and the white arrowheads indicate the proximal border of the OLLAS staining. Scale bar: 20 μm. Representative germ lines of D1 wildtype (**b**), *daf-2(rf)* (**c**), *daf-16(0); daf-2(rf)* (**d**), *dos-3(0) daf-2(rf)* (**e**), and *daf-2(rf) glp-1(rf)* (**f**) animals expressing OLLAS::SYGL-1. Representative germ lines of D7 wildtype (**g**), *daf-2(rf)* (**h**), *daf-16(0); daf-2(rf)* (**i**), *dos-3(0) daf-2(rf)* (**j**), and *daf-2(rf) glp-1(rf)* (**k**) animals expressing OLLAS::SYGL-1. Number of OLLAS^+^ cells per gonad arm in D1 (**l**) and D7 (**m**) wildtype, *daf-2(rf)*, *daf-16(0); daf-2(rf)*, *dos-3(0) daf-2(rf)*, and *daf-2(rf) glp-1(rf)* worms expressing OLLAS::SYGL-1. Size of OLLAS^+^ domain measured in cell diameters (c.d.) in D1 (**n**) and D7 (**o**) wildtype, *daf-2(rf)*, *daf-16(0); daf-2(rf)*, *dos-3(0) daf-2(rf)*, and *daf-2(rf) glp-1(rf)* worms expressing OLLAS::SYGL-1. Data are represented as mean ± SD with individual values shown as dots. *n* = 26, 32, 16, 27, 20 animals from left to right in (**l**, **n**); *n* = 26, 39, 20, 42, 33 animals in (**m**, **o**). *P* values are calculated using one-way ANOVA and Dunnett’s post hoc test. Source data are provided as a Source Data file.

Consistent with changes in their GSPC numbers, the age-related decrease in Notch signaling is greatly attenuated in *daf-2(rf)* worms: even though they started adulthood with fewer OLLAS::SYGL-1-expressing cells and a smaller OLLAS::SYGL-1-postive domain (Fig. 4b, c, l, n), these worms retained more OLLAS::SYGL-1-expressing cells and a larger OLLAS::SYGL-1-positive domain on D7 compared with wild type (Fig. 4g, h, m, o). This result suggests that aging *daf-2(rf)* animals maintain more GSPCs by sustaining a greater extent of Notch signaling in the distal germ line.

To test whether the attenuation of age-related decline in Notch signaling in *daf-2(rf)* is dependent on *daf-16*, *dos-3*, or *glp-1*, we examined OLLAS::SYGL-1 expression in young and aging *daf-16(0); daf-2(rf)*, *dos-3(0) daf-2(rf)*, and *daf-2(rf) glp-1(rf)* worms. We found that although removing *daf-16* or *dos-3* had no effect on the extent of Notch signaling in the distal germ line of *daf-2(rf)* animals at the beginning of adulthood (Fig. 4c–e, l, n), both significantly reduced the number of OLLAS::SYGL-1-expressing cells and the size of OLLAS::SYGL-1-positive domain on D7 (Fig. 4h–j, m, o). Consistent with being a direct transcriptional target of GLP-1/Notch, OLLAS::SYGL-1 expression was dramatically decreased in *daf-2(rf) glp-1(rf)* worms compared with *daf-2(rf)* at both time points (Fig. 4c, f, h, k). Notably, the extent of Notch signaling in the distal germ line of *daf-2(rf) glp-1(rf)* animals was further reduced on D7 relative to D1 (Fig. 4f, k), suggesting that the attenuation of age-related decline in Notch signaling caused by reducing IIS also requires *glp-1*.

We examined germline expression of *lst-1* by generating a LST-1::OLLAS fusion protein^29^ (Supplementary Fig. 6a), and found that changes in *sygl-1* and *lst-1* expression in the various genetic backgrounds during aging show excellent agreement (Supplementary Fig. 6). Together, these data correlate well with our GSPC counts shown in Fig. 3, and are consistent with our hypothesis that DOS-3 mediates the effect of reducing IIS on GSPC maintenance over time by activating Notch signaling in the distal germ line.

### *dos-3* overexpression rescues age-related GSPC loss

Since *dos-3* is required in *daf-2(rf)* animals for better maintenance of GSPCs, we went on to test if overexpressing *dos-3* could alleviate age-related GSPC loss in wild type. We generated extrachromosomal arrays expressing *dos-3* cDNA under the control of a heat shock promoter, *Phsp-16.2*. Worms with the transgene and their non-transgenic siblings were either maintained at 20 °C or subjected to daily 1-h heat shock at 35 °C from D1 to D6. We found that heat shock induction of both transgenes was able to increase the number of D7 GSPCs (Fig. 5a). Therefore, we conclude that *dos-3* overexpression is sufficient to improve GSPC maintenance with age.

**Fig. 5:**
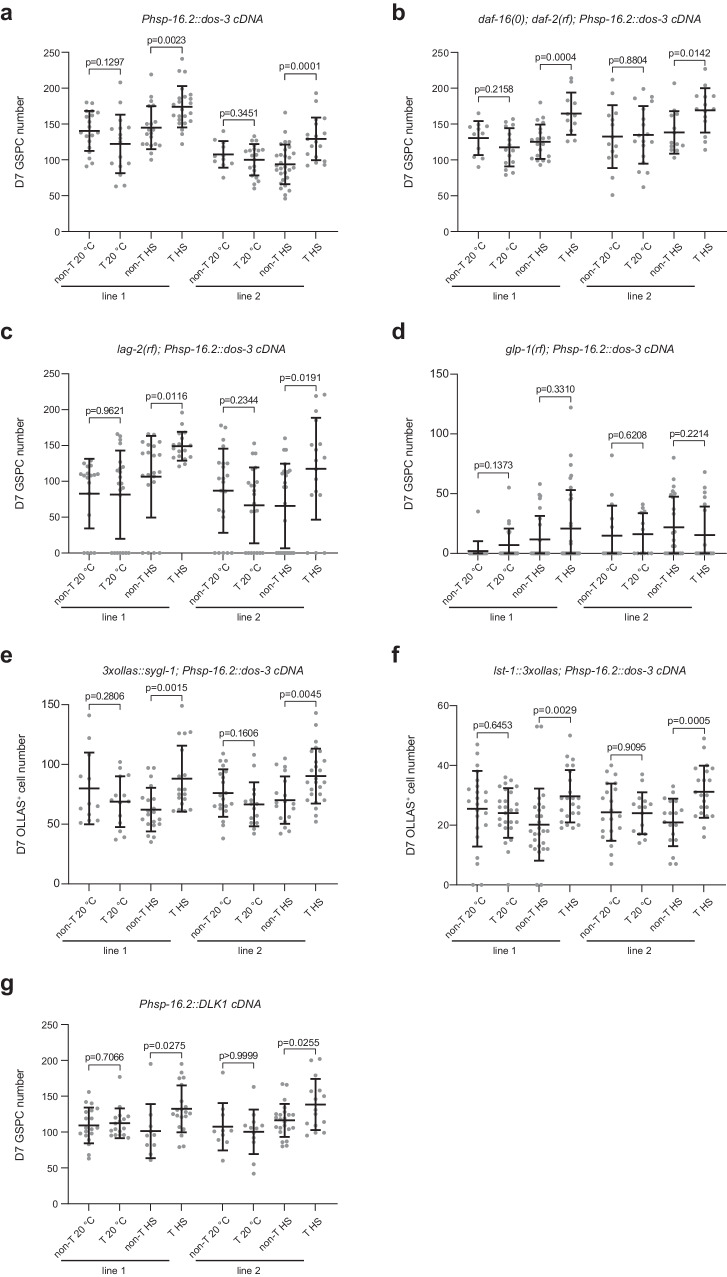
Overexpression of *dos-3* or human *DLK1* rescues age-related GSPC loss. **a** Number of GSPCs per gonad arm in D7 *Ex(Phsp-16.2::dos-3 cDNA)* worms and their non-transgenic siblings with or without daily heat shock treatment. **b** Number of GSPCs per gonad arm in D7 *daf-16(0); daf-2(rf); Ex(Phsp-16.2::dos-3 cDNA)* worms and their non-transgenic siblings with or without daily heat shock treatment. **c** Number of GSPCs per gonad arm in D7 *lag-2(rf); Ex(Phsp-16.2::dos-3 cDNA)* worms and their non-transgenic siblings with or without daily heat shock treatment. **d** Number of GSPCs per gonad arm in D7 *glp-1(rf); Ex(Phsp-16.2::dos-3 cDNA)* worms and their non-transgenic siblings with or without daily heat shock treatment. **e** Number of OLLAS^+^ cells per gonad arm in D7 *Ex(Phsp-16.2::dos-3 cDNA)* worms and their non-transgenic siblings expressing OLLAS::SYGL-1 with or without daily heat shock treatment. **f** Number of OLLAS^+^ cells per gonad arm in D7 *Ex(Phsp-16.2::dos-3 cDNA)* worms and their non-transgenic siblings expressing LST-1::OLLAS with or without daily heat shock treatment. **g** Number of GSPCs per gonad arm in D7 *Ex(Phsp-16.2::DLK1 cDNA)* worms and their non-transgenic siblings with or without daily heat shock treatment. Two transgenic lines were examined for all experiments. non-T non-transgenic, T transgenic, HS heat shock. Data are represented as mean ± SD with individual values shown as dots. *n* = 19, 16, 20, 23, 11, 20, 29, 18 animals from left to right in (**a**); *n* = 11, 15, 20, 11, 14, 18, 13, 14 animals in (**b**); *n* = 18, 22, 22, 17, 22, 22, 25, 17 animals in (**c**); *n* = 18, 23, 26, 32, 15, 12, 24, 20 animals in (**d**); *n* = 12, 14, 20, 18, 20, 15, 18, 25 animals in (**e**); *n* = 23, 26, 27, 23, 21, 15, 18, 21 animals in (**f**); *n* = 19, 17, 10, 20, 10, 12, 23, 15 animals in (**g**). *P* values are calculated using two-tailed Student’s *t*-test. Source data are provided as a Source Data file.

Our hypothesis predicts that *dos-3* overexpression would compensate for loss of *daf-16*. We therefore tested whether ectopic *dos-3* expression could rescue age-related GSPC loss in the *daf-16(0); daf-2(rf)* mutant. Indeed, heat shock induction of the same *dos-3*-expressing transgenes increased D7 GSPC counts of *daf-16(0); daf-2(rf)* animals (Fig. 5b), consistent with *dos-3* being downstream of *daf-16* in the pathway.

Based on the existing literature, it is unclear if the DOS-only proteins act as proper Notch ligands by themselves or if they function as co-ligands that facilitate the action of canonical DSL family Notch ligands. To differentiate these two possibilities, we examined the dependence of the effect of *dos-3* overexpression on the presence of *lag-2*, which encodes one of the two DSL ligands expressed by the DTC. We found that *dos-3* overexpression rescued age-associated loss of GSPCs even in a *lag-2(rf)* background, *lag-2(q420)* (Fig. 5c). On the contrary, *dos-3* overexpression was not able to improve GSPC maintenance over time in the *glp-1(rf)* background, confirming that *dos-3* acts via *glp-1* (Fig. 5d). Lastly, ectopic *dos-3* expression alone elevated distal germline expression of both Notch targets, *sygl-1* and *lst-1*, on D7 (Fig. 5e, f). Together, these data suggest that DOS-3 could function as a proper Notch ligand by itself, which acts upon GLP-1/Notch receptor and activates downstream Notch targets in the distal germ line.

### Human DLK1 can substitute for DOS-3

To test if this function of a *C. elegans* non-canonical Notch ligand is conserved across species, we repeated the above rescue experiment using a human DOS protein, DLK1. Indeed, we found that expression of a soluble isoform of DLK1^32^ could functionally substitute for DOS-3 in vivo in *C. elegans*, increasing the number of GSPCs on D7 in wildtype worms (Fig. 5g). This result is consistent with DOS proteins exerting their functions by activating Notch signaling and suggests that the underlying molecular mechanism may be conserved during evolution.

## Discussion

Our data show that *dos-3*, a direct transcriptional target of DAF-16/FOXO, encodes a non-canonical Notch ligand that mediates the effect of reducing IIS on GSPC maintenance over time through activating Notch signaling in the distal germ line (Fig. 6). Like other tissue stem cells that maintain the homeostasis of their organ systems, changes in *C. elegans* GSPCs impact greatly on the functional output of the reproductive system, and age-related loss of GSPCs is a key driver of *C. elegans* reproductive cessation^33^. Furthermore, *C. elegans* germ line employs the highly conserved Notch signaling pathway to specify stem cell fate as in many other stem cell systems such as the neural, hematopoietic, intestinal, and epidermal lineages in mammals^13^. Therefore, our results offer two important implications relevant to stem cell aging in general.

**Fig. 6:**
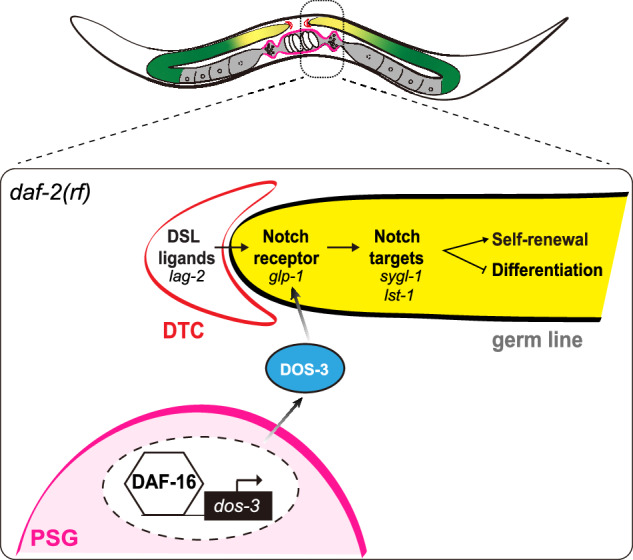
Model. In aging *daf-2(rf)* animals, DAF-16/FOXO activates expression of DOS-3, which is then secreted from the PSG and acts upon GLP-1/Notch receptor on the distal germ line to maintain GSPCs through the downstream Notch signaling. Parts of the worm gonad are indicated by a color scheme: red, DTC; magenta, PSG; yellow, GSPCs; green, differentiating germ cells.

First, our study elucidates a mechanism by which regulation of stem cell aging is achieved at the organ system level. Our previous analysis of age-related loss of GSPCs in *C. elegans* suggested that modulation at the organ system level is present in this stem cell system^9^. In this study, our data show that by producing a secreted signal, cells at the proximal region of the worm’s reproductive tract can influence the behavior of GSPCs at the distal end. Similar mechanisms are expected to operate in other stem cell paradigms to coordinate the activity of different cells within the same organ system for maintaining its proper function.

Second, our results imply a function of Notch signaling in stem cell aging. Our data show that the secreted signal that mediates the effect of reducing IIS on GSPC maintenance over time is a soluble Notch ligand which increases Notch signaling in the distal germ line. Importantly, overexpressing either the *C. elegans* Notch ligand or a human homologous protein could rescue age-related GSPC loss in wildtype animals. These results are consistent with the observations made by Kocsisova et al. that in wildtype worms, the level of Notch signaling in the distal germ line decreases with age, as evidenced by the diminished sizes of *sygl-1* and *lst-1*-expressing domains^11^ and that sustaining the activity of Notch signaling by ectopic expression of *sygl-1* in the germ line of aging animals could delay age-related declines in proliferative zone output and progeny production^31^. As Notch signaling is similarly required for the specification of many other tissue stem cells, we speculate that it may be involved in the aging of those cells as well.

In addition to providing those important implications relevant to stem cell aging in general as discussed above, our finding also highlights the utility of *C. elegans* as a tool for dissecting the intricate regulation of Notch signaling. The invariant lineage of *C. elegans* vulval development helped identification of *lin-12/Notch* in the 1980s which initiated the use of *C. elegans* as a model for understanding the genetics of Notch signaling^34^. Since then, many genetic screens have been carried out in *C. elegans* to identify core components of the signaling pathway and to elucidate the mechanism of signal transduction^25^. Here, our data showcase the importance of using *C. elegans* as a model to appreciate the complexity of Notch ligands. Unlike Notch ligands in other commonly used genetic models such as *Drosophila* and zebrafish which contain both DSL domain and DOS motif, the mammalian and *C. elegans* genomes encode several non-canonical Notch ligands that only have the DOS motif but lack the DSL domain (Supplementary Fig. 3a). The biological function of these DOS motif-only ligands and their modes of action are poorly understood. Although the mammalian DOS protein DLK1 has been implicated in organism development and tissue regeneration through both Notch-dependent and -independent mechanisms^35^, our results show for the first time that the *C. elegans* DOS protein DOS-3 influences stem cell aging, presumably by functioning as a soluble Notch ligand which could contribute to the complex and precise regulation of signaling. Moreover, our data provide evidence for DOS-only proteins to act as proper Notch ligands by themselves rather than co-ligands that require activity of other DSL ligands to activate downstream Notch signaling.

Our previous analysis showed that GSPCs in *C. elegans* are used up as reproduction progresses, and that blocking germ cell flux through the reproductive tract maintains GSPCs partly through PSG DAF-16/FOXO activity^9^. Based on results from this study, we speculate that conditions of reduced germ cell flux may inhibit IIS in the PSG cells, which in turn induces DOS-3 expression by activating DAF-16/FOXO. As a result, DOS-3 may partially account for the effect of reducing germ cell flux on GSPC maintenance. Additional interesting questions such as the exact links between reducing germ cell flux and DAF-16/FOXO activation in the PSG cells, and the mechanism by which germ cell flux influences GSPC maintenance that is independent of PSG DAF-16/FOXO activity remain for future inquiry.

## Methods

### *C. elegans* strains and maintenance

Strains were derived from N2 wild type (Bristol) and handled using standard methods^36^. Unless otherwise indicated, worms were grown on nematode growth medium (NGM) plates seeded with OP50 at 20 °C. All strains used in this study are listed in Supplementary Table 1.

### Generation of *C. elegans* strains

The PSG *gfp*-expressing transgene, *dos-3* mutant allele, and *ollas* knock-in animals were generated at SunyBiotech (Fuzhou, China). To generate the PSG *gfp*-expressing transgene, a 7.4 kb *fos-1a* promoter, a *gfp*-encoding sequence, and a 728 bp *unc-54* 3’UTR were cloned into the pCFJ350 vector using the ClonExpress MultiS One Step Cloning Kit (Vazyme, cat#: C113).

For transcriptional reporters of *dos-3*, the 1 kb endogenous *dos-3* promoter was amplified from N2 genomic DNA (primers: 5′-GATTCTTGGGAACTCGTCGTTAA-3′ and 5′-ACAGATCGCAACAGAGTGTG-3′) and a DBE-mutated *dos-3* promoter was subsequently generated using the Mut Express II Fast Mutagenesis Kit V2 (Vazyme, cat#: C214). Each promoter was cloned into the pPD95.75 Fire vector to generate the *Pdos-3(wt)::gfp* and *Pdos-3(mut)::gfp* plasmids, respectively. The resulting constructs were then injected to N2 at a concentration of 20 ng/μL together with 10 ng/μL of *Pmyo-3::mcherry* as a co-injection marker. Two or three independent transgenic lines were generated and maintained as extrachromosomal arrays.

For heat-shock rescuing constructs of *dos-3* and *DLK1*, the *dos-3*-encoding sequence was amplified from *daf-2(rf)* cDNA (primers: 5′-ATGAAGTCACTAGTATTTTATTTTTGG-3′ and 5′-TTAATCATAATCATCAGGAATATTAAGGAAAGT-3′) and the human *DLK1*-encoding sequence was synthesized (Sangon Biotech). A 400 bp *hsp-16.2* promoter along with either *dos-3* or *DLK1* cDNA were cloned into the pPD95.75 Fire vector. The resulting constructs were then injected to N2 at a concentration of 20 ng/μL together with 20 ng/μL of *Pmyo-2::gfp* as a co-injection marker. Two independent transgenic lines were generated and maintained as extrachromosomal arrays for both constructs.

Standard crossing procedure was used to generate double mutants and to put the transgenes into different mutant backgrounds. All worm strains generated in this study are available from Dr. Zhao Qin upon request.

### FACS isolation of adult PSG cells

Adult PSG cell isolation was performed using a method adapted from the protocol described in Kaletsky et al., 2016 for isolating adult *C. elegans* neurons^37^. Worms labeled with *Pfos-1a::gfp* were synchronized by hypochlorite treatment. To obtain a large population of synchronized young and aging adults, synchronized L1 larvae were grown on peptone-enriched 8P plates seeded with OP50 until D1 and D7 of adulthood, respectively. For D7 samples, worms were transferred onto fresh plates every day after washing them off plates with M9 buffer and filtering with 40 μm strainers to discard eggs and larvae. For each cell dissociation, ~20,000 animals were collected and washed five times with M9 to remove the bacteria food. The worms were washed one more time with 500 μL lysis buffer (200 mM DTT, 0.25% SDS, 20 mM HEPES pH 8.0, and 3% sucrose) and incubated in 750 μL lysis buffer at room temperature for 6.5 min. They were then washed five times with M9 and incubated in 250 μL of freshly made 20 mg/mL Pronase (Sigma-Aldrich, cat#: P8811) for 20 min at room temperature. During the incubation, the worm suspension was vigorously pipetted 100 times every 5 min to release cells. After the last session of pipetting, 750 μL PBS was added to the worm suspension and the mixture was centrifuged at 350 *g* for 5 min. Supernatant was discarded, and the pellet was resuspended in 500 μL Accutase (Gibco, cat#: A6964) with 20 strokes of delicate pipetting. The cell suspension was then incubated at room temperature for up to 10 min. A 2 μL sample was examined under a Zeiss Imager M1 using an AF488 filter (Carl Zeiss) to assess the level of dissociation. If sufficient level of dissociation was achieved, the cell suspension was centrifuged at 350 *g* for 5 min. Supernatant was discarded, and the pellet was resuspended in ice-cold PBS supplemented with 2% FBS (Gibco, cat#: 30044333). The dissociated cell suspension was then passed through a 40 μm filter (Falcon, cat#: 352340) to remove eggs and debris. Cells were sorted using a FACSAriaII cell sorter (BD Biosciences), and gating parameters (cell size and fluorescence intensity) were set by reference to a control sample of dissociated, unlabeled adult wildtype worm cells. 10,000-200,000 GFP^+^ cells were collected into Trizol (Ambion, cat#: 15596026).

### RNA isolation, amplification, library preparation, and sequencing

RNA of isolated D1 and D7 PSG cells was extracted using a standard Trizol/chloroform/isopropanol method, and RNA integrity was assessed using the Bioanalyzer 2100 system (Agilent Technologies). RNA samples were sequenced and analyzed by Novogene (Beijing, China). Three biological replicates were performed for *daf-2(rf)* and *daf-16(0); daf-2(rf)* PSG cells at both time points. Specifically, 10–400 ng of total RNA with a RIN value > 6.0 was used as input for the SMARTer Ultra Low RNA Kit for Illumina Sequencing (Takara, cat#: 634936) to generate DNA fragments ranging from 200-500 bp suitable for Illumina sequencing^38^. Sequencing was conducted on an Illumina Novaseq 6000 platform, yielding 150 bp paired-end reads.

### RNA-seq data analysis

Raw data (raw reads) were processed through FASTQC, and all downstream analyses were based on clean data with high quality. The paired-end clean reads were aligned to the *C. elegans* genome (WBcel235) using Hisat2 v2.0.5. 

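Over the deposited counts, 8096 genes had more than 10 reads in all 3 replicates of at least 1 of the 4 groups, and 3835 genes had more than 10 reads in every library. In the comparisons of 2 groups, the filter left 6430 genes for the genotypes on D1, 7933 on D7, 7337 for age in *daf-2(rf)* and 7541 for age in *daf-16(0); daf-2(rf)*. Of the genes in the count files, 98 have no symbol. The *daf-2(rf)* D1 replicates 1 and 3 were the pair closest to Poisson sampling noise, and the widest pair of replicates reached a chi-square per degree of freedom of 967.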

Mapped reads of each gene were counted using featureCounts v1.5.0-p3, and genes with more than 10 reads in all replicates were defined as “expressed”.

Differential expression analysis was performed using the DESeq2 R package (1.20.0), and the resulting *P* values were adjusted using the Benjamini and Hochberg’s approach for controlling false discovery rate. 

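The deposited FPKM values equal each count divided by the gene's length, the DESeq2 size factor of the library and the geometric mean of the 12 library totals. Pearson correlations between libraries were computed across genes on log2(FPKM + 1), where genes are not independent replicates. The median R2 was 0.887 over the 12 pairs of replicates within a group (0.844 to 0.939) and 0.851 over the 54 pairs from different groups (0.693 to 0.906). With a pseudocount of 0.1 in place of 1, the medians were 0.839 within and 0.808 between groups. Over expressed genes only, they were 0.864 and 0.800.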

FPKM (Fragments Per Kilobase of exon model per Million mapped fragments) value of each gene was calculated and used for Pearson correlation coefficient analysis and principal component analysis by scikit-learn^39^. Genes with an adjusted *P* < 0.05 & |log2(FoldChange)| ≥ 1 were assigned as “differentially expressed”. Heatmaps were generated in R using pheatmap (v.1.0.12) from FPKM values, and Venn diagrams were created with venerable (v.3.1.0.9000).

Pathway enrichment analysis of differentially expressed genes was performed using Metascape^40^ with the whole genome as the background list. For each gene list, up- and down-regulated genes were analyzed separately. Top 10 enriched gene clusters were presented.

### Protein sequence alignment and phylogenetic analysis

The following protein sequences are aligned in Supplementary Fig. 3, identified by species, isoform, and NCBI reference sequence code: OSM-7 (*Caenorhabditis elegans*, isoform a, NP_001255209.1), OSM-11 (*Caenorhabditis elegans*, NP_510823.1), DOS-1 (*Caenorhabditis elegans*, NP_499017.2), DOS-2 (*Caenorhabditis elegans*, NP_494703.2), DOS-3 (*Caenorhabditis elegans*, NP_497271.3), LAG-2 (*Caenorhabditis elegans*, NP_503877.1), APX-1 (*Caenorhabditis elegans*, isoform a, NP_001360546.1), ARG-1 (*Caenorhabditis elegans*, NP_001024615.1), DSL-1 (*Caenorhabditis elegans*, NP_500054.1), DSL-2 (*Caenorhabditis elegans*, NP_500052.1), DSL-3 (*Caenorhabditis elegans*, isoform a, NP_500108.1), DSL-4 (*Caenorhabditis elegans*, NP_001359594.1), DSL-5 (*Caenorhabditis elegans*, NP_502191.1), DSL-6 (*Caenorhabditis elegans*, NP_502148.2), DSL-7 (*Caenorhabditis elegans*, NP_001023803.1), Delta (*Drosophila melanogaster*, isoform a, NP_477264.1), Serrate (*Drosophila melanogaster*, isoform a, NP_524527.3), C901 (*Drosophila melanogaster*, NP_572673.1), DeltaA (*Danio rerio*, NP_571029.2), DeltaB (*Danio rerio*, NP_571033.1), DeltaC (*Danio rerio*, NP_571019.1), DeltaD (*Danio rerio*, NP_571030.2), DLK1 (*Homo sapiens*, isoform 1, NP_003827.4), DLK2 (*Homo sapiens*, isoform a, NP_996262.1), DLL1 (*Homo sapiens*, NP_005609.3), DLL3 (*Homo sapiens*, isoform 1, NP_058637.1), DLL4 (*Homo sapiens*, NP_061947.1), Jagged1 (*Homo sapiens*, NP_000205.1), Jagged2 (*Homo sapiens*, isoform a, NP_002217.3). The alignment was performed using MUSCLE. The best protein model was determined as “WAG model and Gamma distributed(G)” by using the MODEL package in MEGA 11. The phylogenetic tree was then constructed with the WAG + G protein model using the maximum likelihood tree method.

### GFP microscopy of *dos-3* transcriptional reporters

Synchronized worms were examined under a Zeiss LSM880 confocal laser scanning microscope (Carl Zeiss). The PSG expression of *Pdos-3(wt)::gfp* in every D1 and D7 *daf-2(rf)* worm analyzed was confirmed by first locating the PSG using DIC and then checking the GFP channel. Images of D1 and D7 animals were acquired using the same setting including exposure time. The PSG region of each worm was outlined and fluorescence intensity within the area was obtained using the Zeiss ZEN2.3 pro software. Data were normalized to the average fluorescence intensity of D1 samples for each line for comparison.

### RNAi

RNAi by bacterial feeding was performed as described^41^: worms were synchronized by egg-laying and grown on NGM plates seeded with OP50. On D1, worms were transferred to plates seeded with HT115 carrying L4440 (control), *daf-16*, or *dos-3* RNAi plasmid until the end of the experiment. To generate the *dos-3* RNAi construct, a 455 bp *dos-3* cDNA sequence was amplified from *daf-2(rf)* cDNA (primers: 5′-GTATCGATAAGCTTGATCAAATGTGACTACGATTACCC-3′ and 5′-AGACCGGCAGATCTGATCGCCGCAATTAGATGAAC-3′) and cloned into the L4440 empty vector using the ClonExpress MultiS One Step Cloning Kit (Vazyme, cat#: C113).

### Gonad dissection and immunohistochemistry

Gonad dissection and immunohistochemistry were performed using a method adapted from protocols described previously^11,29^. Briefly, worms were washed with PBS and transferred onto a dissecting watch glass. To immobilize the worms, levamisole was used at a final concentration of 200 μM. The dissection was carried out using a pair of 25 G 5/8” needles, with incisions usually made at the tail. Dissected gonads were transferred to low-retention centrifuge tubes using glass pipettes, and subjected to a fixation procedure consisting of incubation first in 3% paraformaldehyde (PFA) for 10 min at room temperature and then in 100% methanol at −20 °C for a minimum of 2 h. Following fixation, the gonads were washed three times with PBS + 0.1% Tween-20 (PBST). They were then incubated with the primary antibody at 4 °C overnight, washed again with PBST three times, and subsequently incubated with the secondary antibody at room temperature for 2 h. The stained gonads were washed with PBST three times and suspended in a drop of VECTASHIELD mounting medium with DAPI (Vector Laboratories, cat#: H-1200). Fluorescent images of the distal germ line were captured within 72 h using a Zeiss Imager M1 equipped with an Apotome Axioimager (Carl Zeiss).

Primary antibodies used in this study included rabbit anti-pS/TQ (1:500, Cell Signaling Technology, cat#: 6966, lot#: 8), mouse anti-pH3 (1:150, Cell Signaling Technology, cat#: 9706, lot#: 10), and rat anti-OLLAS (1:2000, Novus Biologicals, cat#: NBP1-06713, lot#: F16). Secondary antibodies used in this study included Alexa 488 goat anti-rabbit IgG (1:600, Jackson, cat#: 111-545-003, lot#: 168597), Alexa 594 goat anti-mouse IgG (1:600, Jackson, cat#: 115-585-003, lot#: 168330), and Alexa 488 donkey anti-rat IgG (1:500, Invitrogen, cat#: A-21208, lot#: A21208).

### Analysis of GSPCs

The number of GSPCs included all the germ cells between the distal tip and the beginning of meiotic entry, which was defined either by DAPI nuclear morphology^9^ or by pS/TQ antibody staining^23^. For DAPI, worms were fixed in 100% ethanol for 5–7 min depending on their age and stained using VECTASHIELD mounting medium with DAPI (Vector Laboratories, cat#: H-1200). Z-stack images of the distal germ line were acquired using a Zeiss Imager M1 equipped with an Apotome Axioimager (Carl Zeiss). The border between the proliferative zone and the transition zone was marked as the first row of cells in which two or more nuclei displayed the characteristic crescent shape. For pS/TQ, gonad dissection and immunohistochemistry were performed as described above. The proximal border of the proliferative zone was determined as the first row of cells in which at least half of the nuclei were pS/TQ^+^.

Mitotic index of GSPCs was calculated as the percentage of pH3^+^ nuclei over the total number of proliferative zone nuclei.

### Estimation of *sygl-1*- or *lst-1*-expressing cells in the distal germ line

Quantification of *sygl-1*- or *lst-1*-expressing cells was enabled by the usage of strains expressing the 3xOLLAS epitope tag from the endogenous *sygl-1* or *lst-1* locus. Distal germ cells displaying a cytoplasmic OLLAS signal surpassing background level were defined as “OLLAS^+^”. The size of OLLAS^+^ domain was determined in cell diameters from the distal tip to the last row with half or more OLLAS^+^ cells.

### DOS-3 and DLK1 rescue

Worms were synchronized by egg-laying and grown at 20 °C until D1 of adulthood. Heat shock was done by immersing parafilm wrapped plates in a pre-heated water bath at 35 °C for 1 h every day for 6 days. Worms were examined on D7.

### Statistics and reproducibility

Data are representative of at least three biological replicates with similar results. Details of statistical analyses are reported in the figure legends. Statistical analyses were performed using GraphPad Prism and Adobe Illustrator was used to make figures.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source data

## Data Availability

The RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE243994. Source data are provided with this paper.

# Supplementary material for: DOS-3 mediates cell-non-autonomous DAF-16/FOXO activity in antagonizing age-related loss of C. elegans germline stem/progenitor cells
**Source:** Nat Commun. 2024 Jun 8;15:4904. doi: 10.1038/s41467-024-49318-6
**Supplement:** Supplementary file 1 — Supplementary Information

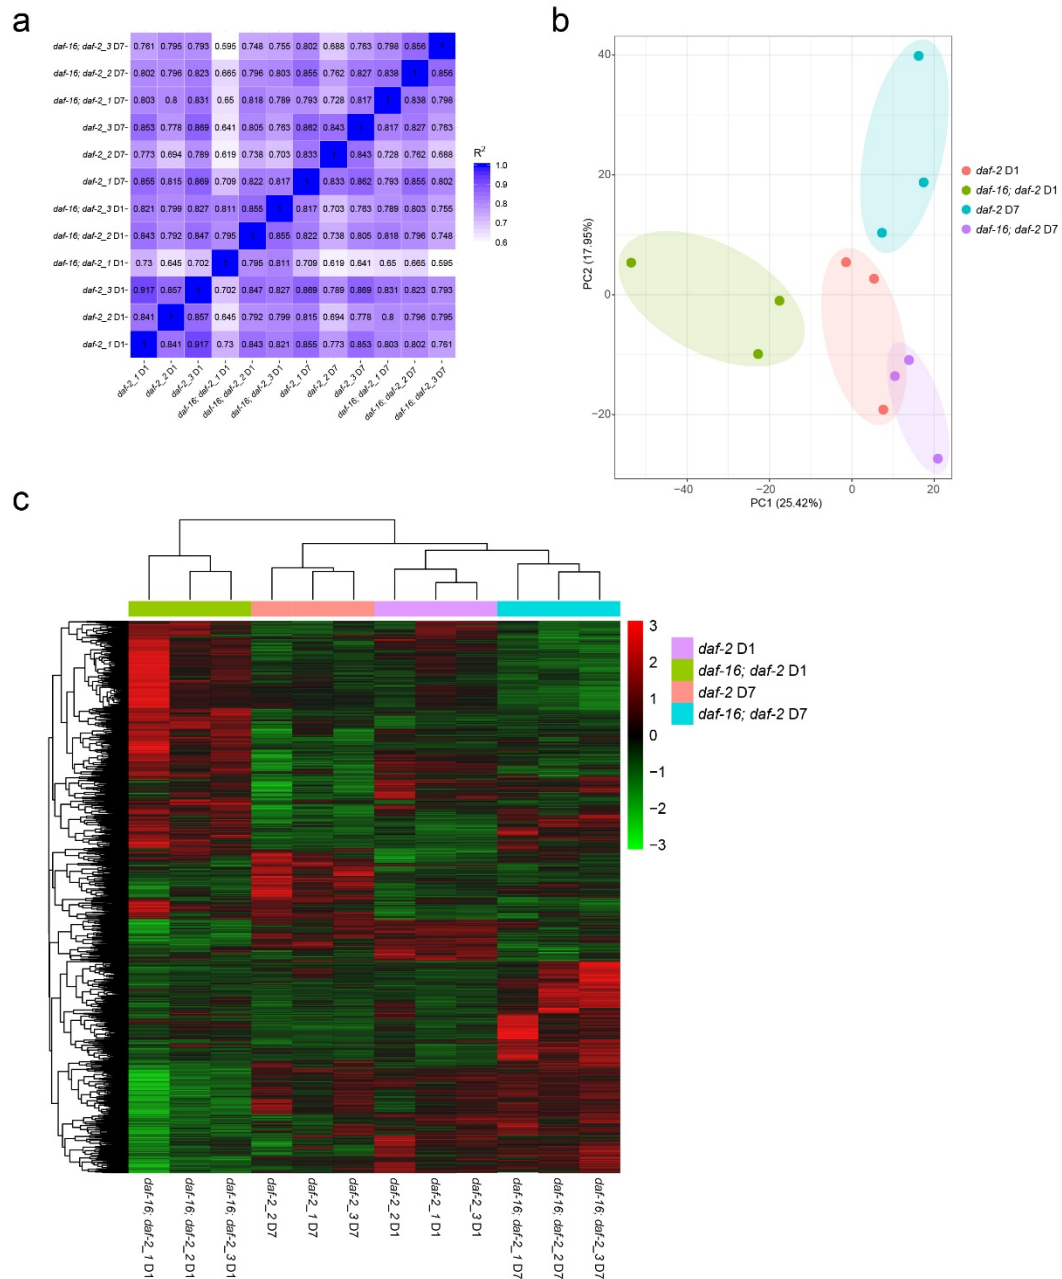

**Supplementary Figure 1. RNA-seq transcriptional profiling of isolated adult PSG cells from *daf-2(rf)* and *daf-16(0); daf-2(rf)* worms, Related to Figure 1. **a**, Pearson correlation of young (D1) and aging (D7) PSG samples from *daf-2(rf)* and *daf-16(0); daf-2(rf)* animals. **b**, Principal component analysis of samples obtained for this study. **c**, Heat map of gene expression in our samples.**

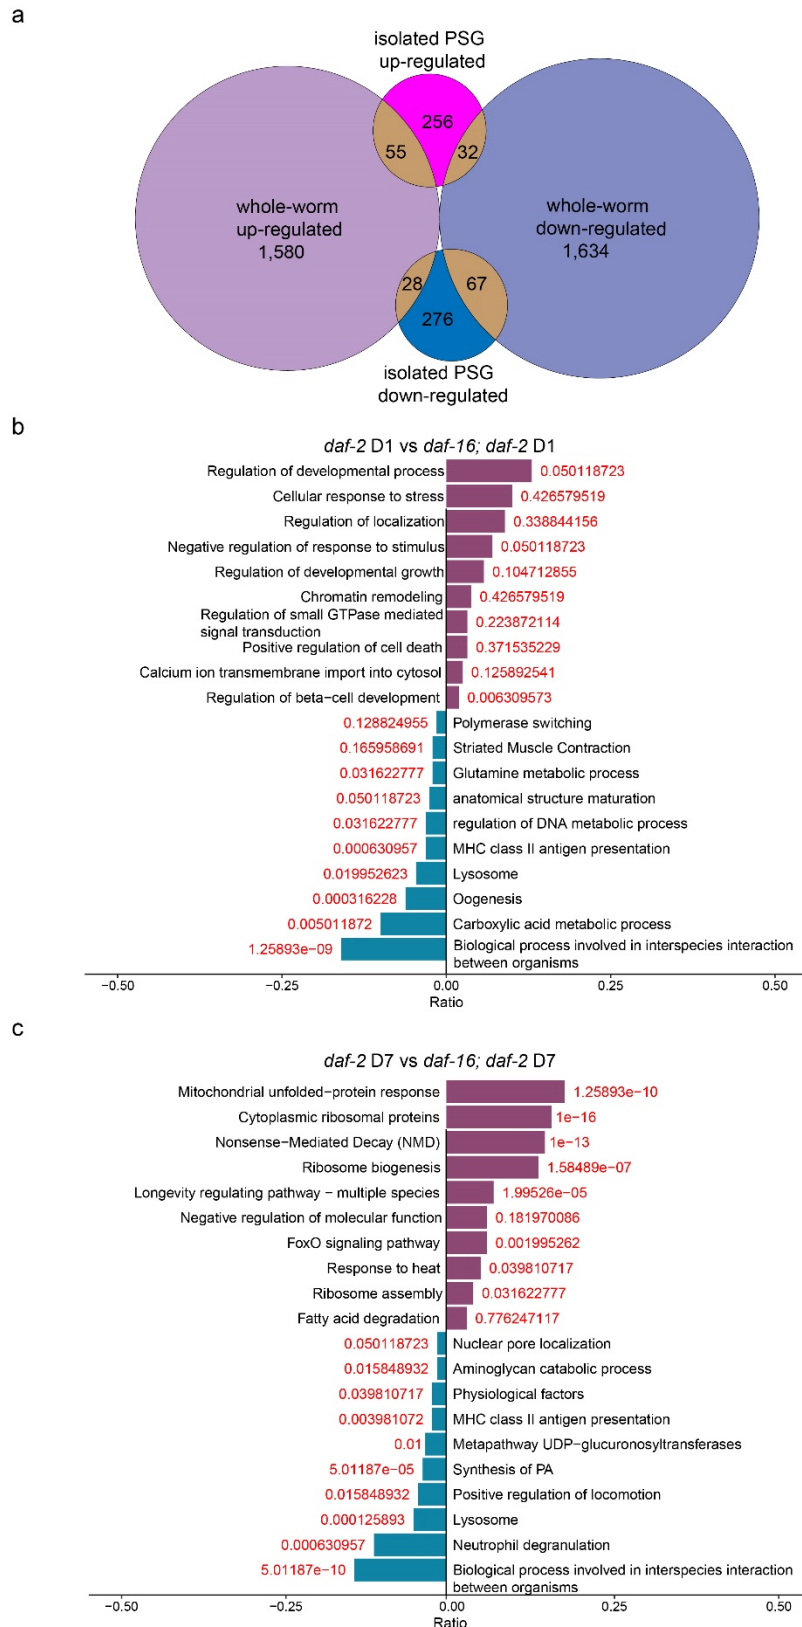

**Supplementary Figure 2. Analysis of the PSG-specific DAF-16/FOXO transcriptomes,**

**Related to Figure 1. a,** Venn diagram showing the overlap between our PSG-specific and

previously reported whole-worm D1 DAF-16/FOXO transcriptomes<sup>1, 2</sup>. **b and c**, Pathway enrichment analysis of our D1 (**b**) and D7 (**c**) PSG-specific DAF-16/FOXO transcriptomes using Metascape with the whole genome as the background list. Up-regulated (purple) and down-regulated (blue) genes were analyzed separately.

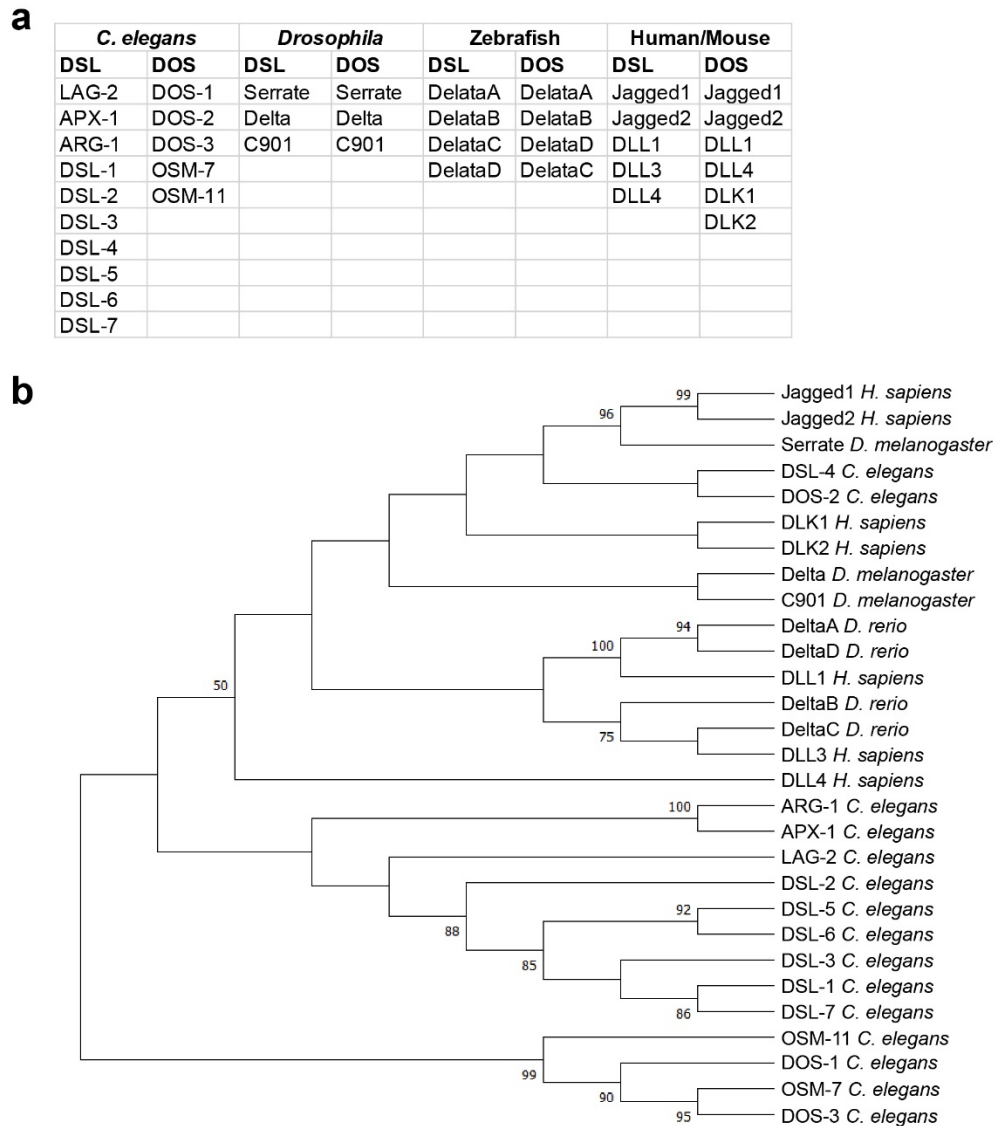

**Supplementary Figure 3. Sequence analysis of Notch ligands, Related to Figure 1. a,**

Identification of DSL domain and/or DOS motif in a total of 29 Notch ligands from *C. elegans*

(15), *Drosophila* (3), zebrafish (4), and human/mouse (7) using the Conserved Domain Database

for DSL and the MyHits Pattern Search website ([https://myhits.sib.swiss/cgi-bin/pattern\\_search](https://myhits.sib.swiss/cgi-bin/pattern_search))

for DOS. **b**, Phylogenetic tree of the 29 Notch ligands. Protein sequences were aligned and scored

using MUSCLE, and the phylogenetic tree was constructed using the maximum likelihood tree

method.

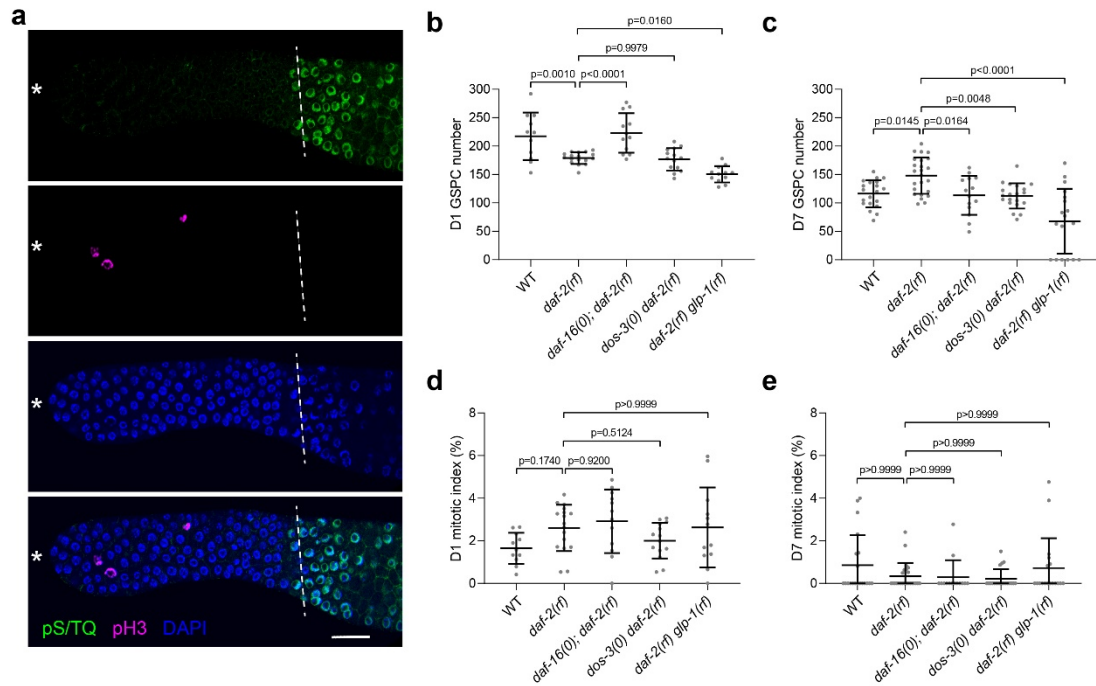

**Supplementary Figure 4. Analysis of GSPCs using antibody staining, Related to Figure 3. a,**

A dissected gonad from a D1 wildtype animal stained with anti-pS/TQ antibody (green), anti-pH3 antibody (magenta), and DAPI (blue). Asterisk indicates the distal end of the germ line, and the white dashed line indicates the proximal border of the proliferative zone, defined as the first row of cells in which at least half of the nuclei are pS/TQ<sup>+</sup>. Scale bar: 20  $\mu$ m. **b and c**, Number of GSPCs per gonad arm in D1 (**b**) and D7 (**c**) wildtype, *daf-2(rf)*, *daf-16(0)*; *daf-2(rf)*, *dos-3(0)* *daf-2(rf)*, and *daf-2(rf)* *glp-1(rf)* worms. **d and e**, Mitotic index of GSPCs in D1 (**d**) and D7 (**e**) wildtype, *daf-2(rf)*, *daf-16(0)*; *daf-2(rf)*, *dos-3(0)* *daf-2(rf)*, and *daf-2(rf)* *glp-1(rf)* worms. Data are represented as mean  $\pm$  SD with individual values shown as dots. n = 11, 17, 12, 14, 12 animals from left to right in (**b and d**); n = 20, 24, 14, 20, 18 animals in (**c and e**). P-values are calculated using one-way ANOVA and Dunnett's post hoc test. Source data are provided as a Source Data file.

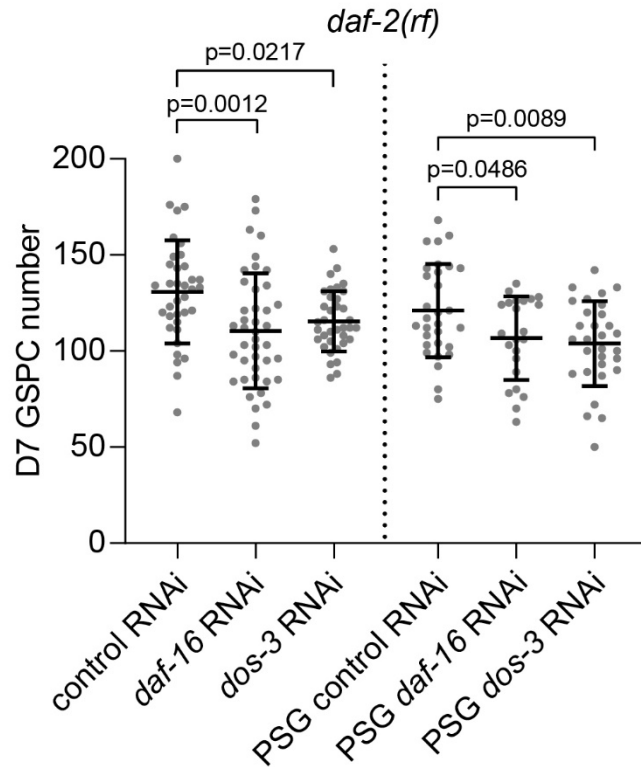

**Supplementary Figure 5. *dos-3* is required in the adult PSG for the effect of reducing IIS on GSPC maintenance over time, Related to Figure 3.** Number of GSPCs per gonad arm in D7 *daf-2(rf)* and *daf-2(rf); rde-1(0); Is[Pfos-1a::rde-1(+)]* animals treated with control, *daf-16* or *dos-3* RNAi from D1. Data are represented as mean  $\pm$  SD with individual values shown as dots. n = 36, 42, 36, 30, 23, 30 animals from left to right. P-values are calculated using one-way ANOVA and LSD post hoc test. Source data are provided as a Source Data file.

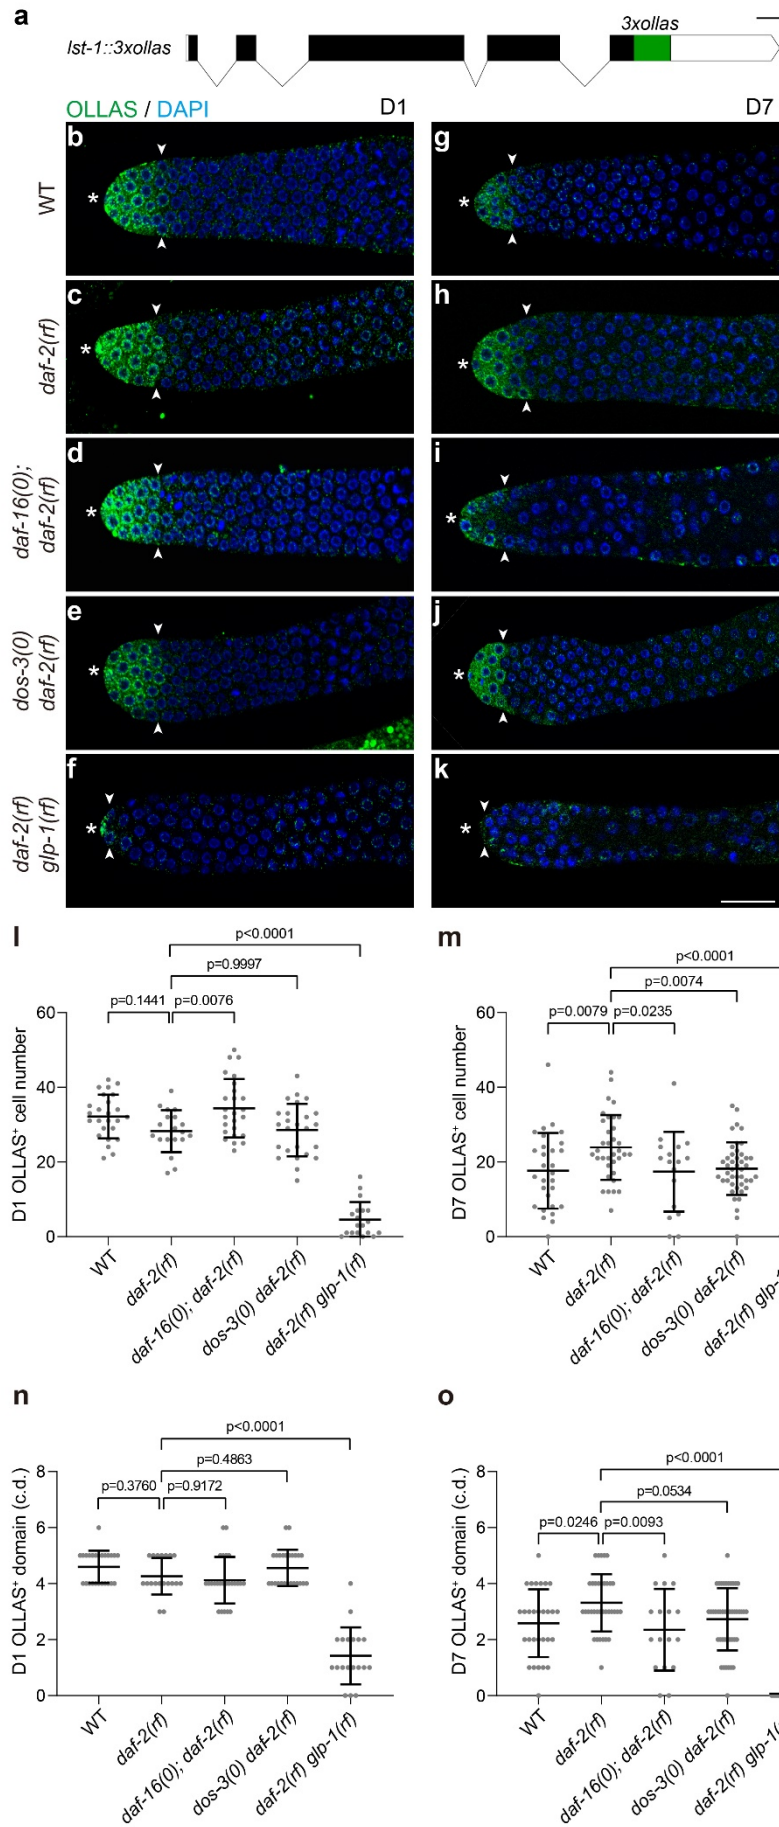

**Supplementary Figure 6. Expression of *lst-1* in the distal germ line, Related to Figure 4. a,**

Schematic showing the CRISPR/Cas9 knock-in of *3xollas* at the C-terminus of *lst-1* endogenous locus. Graph generated using Exon-Intron Graphic Maker (<http://www.wormweb.org/exonintron>).

Scale bar, 100 bp. **b-k,** Dissected gonads from D1 and D7 adults stained with anti-OLLAS antibody (green) and DAPI (blue). Asterisk indicates the distal end of the germ line, and the white arrowheads indicate the proximal border of the OLLAS staining. Scale bar: 20  $\mu$ m. **b-f,**

Representative germ lines of D1 wildtype (**b**), *daf-2(rf)* (**c**), *daf-16(0); daf-2(rf)* (**d**), *dos-3(0) daf-2(rf)* (**e**), and *daf-2(rf) glp-1(rf)* (**f**) animals expressing LST-1::OLLAS. **g-k,** Representative germ lines of D7 wildtype (**g**), *daf-2(rf)* (**h**), *daf-16(0); daf-2(rf)* (**i**), *dos-3(0) daf-2(rf)* (**j**), and *daf-2(rf) glp-1(rf)* (**k**) animals expressing LST-1::OLLAS. **l and m,** Number of OLLAS<sup>+</sup> cells per gonad arm in D1 (**l**) and D7 (**m**) wildtype, *daf-2(rf)*, *daf-16(0); daf-2(rf)*, *dos-3(0) daf-2(rf)*, and *daf-2(rf) glp-1(rf)* worms expressing LST-1::OLLAS. **n and o,** Size of OLLAS<sup>+</sup> domain measured in cell diameters (c.d.) in D1 (**n**) and D7 (**o**) wildtype, *daf-2(rf)*, *daf-16(0); daf-2(rf)*, *dos-3(0) daf-2(rf)*, and *daf-2(rf) glp-1(rf)* worms expressing LST-1::OLLAS. Data are represented as mean  $\pm$  SD with individual values shown as dots. n = 25, 19, 25, 25, 19 animals from left to right in (**l and n**); n = 29, 35, 17, 44, 28 animals in (**m and o**). P-values are calculated using one-way ANOVA and Dunnett's post hoc test. Source data are provided as a Source Data file.

**Supplementary Table 1. Strains.**

| Strain  | Genotype                                                                                      | Source                         |
|---------|-----------------------------------------------------------------------------------------------|--------------------------------|
| N2      | wild type                                                                                     | Caenorhabditis Genetics Center |
| CB1370  | <i>daf-2(e1370)</i>                                                                           | Caenorhabditis Genetics Center |
| GC1332  | <i>daf-16(mu86); daf-2(e1370)</i>                                                             | Jane Hubbard <sup>3</sup>      |
| PHX1236 | <i>unc-119(ed3); lsaSi1[Pfos-1a::gfp::unc-54 3'UTR + unc-119(+)] II</i>                       | SunyBiotech                    |
| QIN7    | <i>lsaSi1[Pfos-1a::gfp::unc-54 3'UTR + unc-119(+)]; daf-2(e1370)</i>                          | This study                     |
| QIN9    | <i>daf-16(mu86); lsaSi1[Pfos-1a::gfp::unc-54 3'UTR + unc-119(+)]; daf-2(e1370)</i>            | This study                     |
| QIN50   | <i>lsaEx13[Pdos-3(wt)::gfp::unc-54 3'UTR; Pmyo-3::mcherry]</i>                                | This study                     |
| QIN51   | <i>lsaEx14[Pdos-3(wt)::gfp::unc-54 3'UTR; Pmyo-3::mcherry]</i>                                | This study                     |
| QIN53   | <i>lsaEx16[Pdos-3(mut)::gfp::unc-54 3'UTR; Pmyo-3::mcherry]</i>                               | This study                     |
| QIN54   | <i>lsaEx17[Pdos-3(mut)::gfp::unc-54 3'UTR; Pmyo-3::mcherry]</i>                               | This study                     |
| QIN55   | <i>lsaEx18[Pdos-3(mut)::gfp::unc-54 3'UTR; Pmyo-3::mcherry]</i>                               | This study                     |
| QIN57   | <i>daf-2(e1370); lsaEx13[Pdos-3(wt)::gfp::unc-54 3'UTR; Pmyo-3::mcherry]</i>                  | This study                     |
| QIN58   | <i>daf-2(e1370); lsaEx14[Pdos-3(wt)::gfp::unc-54 3'UTR; Pmyo-3::mcherry]</i>                  | This study                     |
| QIN61   | <i>daf-2(e1370); lsaEx16[Pdos-3(mut)::gfp::unc-54 3'UTR; Pmyo-3::mcherry]</i>                 | This study                     |
| QIN62   | <i>daf-2(e1370); lsaEx17[Pdos-3(mut)::gfp::unc-54 3'UTR; Pmyo-3::mcherry]</i>                 | This study                     |
| QIN63   | <i>daf-2(e1370); lsaEx18[Pdos-3(mut)::gfp::unc-54 3'UTR; Pmyo-3::mcherry]</i>                 | This study                     |
| GC832   | <i>glp-1(e2141)</i>                                                                           | Jane Hubbard <sup>3, 4</sup>   |
| QIN56   | <i>daf-2(e1370) glp-1(e2141)</i>                                                              | This study                     |
| PHX5125 | <i>dos-3(syb5125)</i>                                                                         | SunyBiotech                    |
| QIN67   | <i>dos-3(syb5125) daf-2(e1370)</i>                                                            | This study                     |
| GC1352  | <i>daf-2(e1370); rde-1(ne219); qyls102[Pfos-1a::rde-1(genomic) + myo-2::yfp + unc-119(+)]</i> | Jane Hubbard <sup>3, 5</sup>   |
| PHX6093 | <i>3xollas::sygl-1</i>                                                                        | SunyBiotech                    |
| QIN74   | <i>3xollas::sygl-1; daf-2(e1370)</i>                                                          | This study                     |
| QIN88   | <i>daf-16(mu86) 3xollas::sygl-1; daf-2(e1370)</i>                                             | This study                     |

|         |                                                                                              |                                |
|---------|----------------------------------------------------------------------------------------------|--------------------------------|
| QIN75   | <i>3xollas::sygl-1; dos-3(syb5125) daf-2(e1370)</i>                                          | This study                     |
| QIN78   | <i>3xollas::sygl-1; daf-2(e1370) glp-1(e2141)</i>                                            | This study                     |
| PHX5757 | <i>lst-1::3xollas</i>                                                                        | SunyBiotech                    |
| QIN76   | <i>lst-1::3xollas; daf-2(e1370)</i>                                                          | This study                     |
| QIN89   | <i>lst-1::3xollas daf-16(mu86); daf-2(e1370)</i>                                             | This study                     |
| QIN77   | <i>lst-1::3xollas; dos-3(syb5125) daf-2(e1370)</i>                                           | This study                     |
| QIN80   | <i>lst-1::3xollas; daf-2(e1370) glp-1(e2141)</i>                                             | This study                     |
| QIN64   | <i>lsaEx19[Phsp-16.2::dos-3 cDNA::unc-54 3'UTR; Pmyo-2::gfp]</i>                             | This study                     |
| QIN65   | <i>lsaEx20[Phsp-16.2::dos-3 cDNA::unc-54 3'UTR; Pmyo-2::gfp]</i>                             | This study                     |
| QIN97   | <i>daf-16(mu86); daf-2(e1370); lsaEx19[Phsp-16.2::dos-3 cDNA::unc-54 3'UTR; Pmyo-2::gfp]</i> | This study                     |
| QIN98   | <i>daf-16(mu86); daf-2(e1370); lsaEx20[Phsp-16.2::dos-3 cDNA::unc-54 3'UTR; Pmyo-2::gfp]</i> | This study                     |
| JK1277  | <i>lag-2(q420)</i>                                                                           | Caenorhabditis Genetics Center |
| QIN99   | <i>lag-2(q420); lsaEx19[Phsp-16.2::dos-3 cDNA::unc-54 3'UTR; Pmyo-2::gfp]</i>                | This study                     |
| QIN100  | <i>lag-2(q420); lsaEx20[Phsp-16.2::dos-3 cDNA::unc-54 3'UTR; Pmyo-2::gfp]</i>                | This study                     |
| QIN101  | <i>glp-1(e2141); lsaEx19[Phsp-16.2::dos-3 cDNA::unc-54 3'UTR; Pmyo-2::gfp]</i>               | This study                     |
| QIN102  | <i>glp-1(e2141); lsaEx20[Phsp-16.2::dos-3 cDNA::unc-54 3'UTR; Pmyo-2::gfp]</i>               | This study                     |
| QIN93   | <i>3xollas::sygl-1; lsaEx19[Phsp-16.2::dos-3 cDNA::unc-54 3'UTR; Pmyo-2::gfp]</i>            | This study                     |
| QIN94   | <i>3xollas::sygl-1; lsaEx20[Phsp-16.2::dos-3 cDNA::unc-54 3'UTR; Pmyo-2::gfp]</i>            | This study                     |
| QIN96   | <i>lst-1::3xollas; lsaEx19[Phsp-16.2::dos-3 cDNA::unc-54 3'UTR; Pmyo-2::gfp]</i>             | This study                     |
| QIN95   | <i>lst-1::3xollas; lsaEx20[Phsp-16.2::dos-3 cDNA::unc-54 3'UTR; Pmyo-2::gfp]</i>             | This study                     |
| QIN84   | <i>lsaEx25[Phsp-16.2::DLK1 cDNA::unc-54 3'UTR; Pmyo-2::gfp]</i>                              | This study                     |
| QIN85   | <i>lsaEx26[Phsp-16.2::DLK1 cDNA::unc-54 3'UTR; Pmyo-2::gfp]</i>                              | This study                     |

### Supplementary References

1. Murphy, C. T. *et al.* Genes that act downstream of DAF-16 to influence the lifespan of *Caenorhabditis elegans*. *Nature* **424**, 277-284 (2003).
2. Tepper, R. G. *et al.* PQM-1 complements DAF-16 as a key transcriptional regulator of DAF-2-mediated development and longevity. *Cell* **154**, 676-690 (2013).
3. Qin, Z. & Hubbard, E. J. A. Non-autonomous DAF-16/FOXO activity antagonizes age-related loss of *C. elegans* germline stem/progenitor cells. *Nat. Commun.* **6**, 7107 (2015).
4. Dalfó, D., Priess, J. R., Schnabel, R. & Hubbard, E. J. A. *The Worm Breeder's Gazette* <http://wbg.wormbook.org/2010/12/06/glp-1e2141-sequence-correction/> (2010).
5. Hagedorn, E. J. *et al.* Integrin acts upstream of netrin signaling to regulate formation of the anchor cell's invasive membrane in *C. elegans*. *Developmental Cell* **17**, 187-198 (2009).

# Supplementary material for: DOS-3 mediates cell-non-autonomous DAF-16/FOXO activity in antagonizing age-related loss of C. elegans germline stem/progenitor cells
**Source:** Nat Commun. 2024 Jun 8;15:4904. doi: 10.1038/s41467-024-49318-6
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                   |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | FACS: FACSARIAII cell sorter (BD Biosciences) using DIVA8.0.1 software (BD Biosciences);<br>RNA-seq: Bioanalyzer 2100 system (Agilent Technologies) and Novaseq 6000 platform (Illumina);<br>Images: Zeiss Imager M1 equipped with an Apotome Axioimager (Carl Zeiss) and LSM880 confocal laser scanning microscope (Carl Zeiss). |
| Data analysis   | FACS: Flowjo v10;<br>RNA-seq: Hisat2 v2.0.5, featureCounts v1.5.0-p3, and DESeq2 R package (1.20.0);<br>Images: Zeiss Zen Imaging Softwares (Zen 3.4 and Zen 2.3 pro) and Fiji (ImageJ);<br>Protein sequence alignment and phylogenetic analysis: MEGA 11 and Jalview;<br>Statistical analyses: GraphPad Prism 8.                 |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Source data are provided with this paper. The RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE243994 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE243994>].

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were based on previously published studies by our laboratory that used comparable methodology (Qin and Hubbard 2015, Nature Communications; Liang et al. 2023, iScience). We generally use sample sizes > 10 animals unless there is a difficulty in obtaining so many animals, e.g., transgenic animals carrying extrachromosomal arrays with low transmission rate. |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                                                                                                                                             |
| Replication     | Data are representative of at least three biological replicates and all attempts at replication were successful.                                                                                                                                                                                                                                                                   |
| Randomization   | Animals were allocated randomly into experimental groups.                                                                                                                                                                                                                                                                                                                          |
| Blinding        | Blinding was not required for analyses performed in this study. Experiments that used comparable methodology were previously published by our laboratory (Qin and Hubbard 2015, Nature Communications; Liang et al. 2023, iScience).                                                                                                                                               |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | rabbit anti-pS/TQ (Cell Signaling Technology, cat#: 6966, lot: 8, 1:500, RRID: AB_10949894); mouse anti-pH3 (Cell Signaling Technology, cat#: 9706, lot: 10, 1:150, RRID: AB_331748); rat anti-OLLAS (Novus Biologicals, cat#: NBP1-06713, lot: F16, 1:2000, RRID: AB_1625979); Alexa 488 goat anti-rabbit IgG (Jackson, cat#: 111-545-003, lot: 168597, 1:600, RRID: AB_2338046); Alexa 594 goat anti-mouse IgG (Jackson, cat#: 115-585-003, lot: 168330, 1:600, RRID: AB_2338871); Alexa 488 donkey anti-rat IgG (Invitrogen, cat#: A-21208, lot: A21208, 1:500, RRID: AB_2535794).                                                                                                                                                                                                                                                                                                                                            |
| Validation      | The primary antibodies used in this study were extensively validated and had publications tested in <i>C. elegans</i> . References and manufacturer validation can be found through the following links: <a href="https://www.cellsignal.cn/products/primary-antibodies/phospho-atm-atr-substrate-motif-ps-pt-qg-multimab-rabbit-mab-mix/6966">https://www.cellsignal.cn/products/primary-antibodies/phospho-atm-atr-substrate-motif-ps-pt-qg-multimab-rabbit-mab-mix/6966</a> (anti-pS/TQ); <a href="https://www.cellsignal.cn/products/primary-antibodies/phospho-histone-h3-ser10-6g3-mouse-mab/9706">https://www.cellsignal.cn/products/primary-antibodies/phospho-histone-h3-ser10-6g3-mouse-mab/9706</a> (anti-pH3); <a href="https://www.novusbio.com/products/ollas-epitope-tag-antibody-l2_nbp1-06713#datasheet">https://www.novusbio.com/products/ollas-epitope-tag-antibody-l2_nbp1-06713#datasheet</a> (anti-OLLAS). |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                          |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | All <i>C. elegans</i> strains used in this study are listed in Supplementary Table 1. Adult hermaphrodites were examined on D1 or on D7. |
| Wild animals            | No wild animals were used in this study.                                                                                                 |
| Reporting on sex        | Hermaphrodites were used in all analyses performed in this study.                                                                        |
| Field-collected samples | No samples collected from the field were used in this study.                                                                             |
| Ethics oversight        | No ethical approval or guidance was needed.                                                                                              |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                            |
|---------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | D1 and D7 daf-2(rf) and daf-16(0); daf-2(rf) worms labeled with Pfos-1a::gfp were used for PSG cell isolation. For cell dissociation, worms were treated with proteinases and mechanically disrupted. After dissociation, GFP+ cells were immediately isolated by FACS. More detailed information regarding tissue processing is described in "Methods-FACS isolation of adult PSG cells". |
| Instrument                | BD FACSAriaII cell sorter                                                                                                                                                                                                                                                                                                                                                                  |
| Software                  | Flowjo v10                                                                                                                                                                                                                                                                                                                                                                                 |
| Cell population abundance | The abundance of the GFP+ cell population ranged from 3-8%.                                                                                                                                                                                                                                                                                                                                |

Gating strategy

The cell suspension was first gated using FSC-A/SSC-A to exclude debris and dead cells, then cell clumps were removed using FSC-W/FSC-H. Lastly, GFP fluorescence was verified and analyzed using FITC-A/SSC-A.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

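GFP+ PSG cells were collected by FACS from *daf-2(rf)* animals, and likewise from *daf-16(0); daf-2(rf)* animals, on D1 and D7 of adulthood, and their RNA was sequenced as 12 libraries, 3 for each of 4 groups. The authors aligned the paired-end reads to WBcel235 with Hisat2, counted reads per gene with featureCounts and deposited the read counts without normalization. The authors' deposited FPKM values were made from these counts: each equals the count divided by the gene length, the library's DESeq2 size factor and the geometric mean of the library totals, which was checked on the values of all libraries. The gene coordinates and lengths used for the counts are those in the deposited count table, whose annotation release the paper's text does not name. Values for the other experiments of the article (microscopy of reporters, germ cell counts, antibody staining, RNAi and overexpression) are not analysed here.

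Library totals, normalization factors and the share of the most abundant genes were computed from the counts. Between 6183054 and 16407304 reads per library were counted on genes. One read corresponded to 0.0251 to 0.373 CPM after TMM normalization over all 12 libraries, and levels are printed on this scale. A count of 0 was taken to allow up to 3 reads, and folds against a group with at most 3 reads in each library are given as lower bounds. These limits do not cover the spread between replicates.

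Differential expression was tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, quasi-likelihood fit and F test, Benjamini-Hochberg adjustment). Standard errors given with edgeR's log2 fold changes are approximate. They were back-calculated as the absolute log2 fold change divided by the square root of the F statistic. Separate fits compared the genotypes on D7, the genotypes on D1, D7 with D1 in *daf-2(rf)*, and D7 with D1 in *daf-16(0); daf-2(rf)*. A fit of all 12 libraries tested whether the genotype difference itself differed between D7 and D1, with no fold change threshold. Genes needed more than 10 reads in all 3 replicates of at least 1 group of the fit. A gene was called with an adjusted p under 0.05 and an absolute log2 fold change of at least 1, the thresholds of the paper. Single genes are named where the paper names them, where they belong to a gene list and were called, or where they were among the 5 called genes with the largest fitted log2 fold change in each direction whose groups did not overlap. The neighbours of *dos-3* and of the genes without reads on chromosome IV, the names among the 12 genes called at both ages, and *D1054.11* were chosen after their values were seen. For *dos-3*, an exact permutation test of the normalized counts was added, whose smallest two-sided p is 0.1.

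The categories of the paper's enrichment analysis and the published whole-worm gene lists it used were not used here. In their place stand hand-written lists for 8 processes: cytosolic ribosomal proteins, heat response, mitochondrial unfolded-protein response, FoxO signaling pathway, whole-worm DAF-16/FOXO-activated genes, calcium import, striated muscle contraction and oogenesis. Another 8 lists stand for tissues (PSG, gonadal sheath, germ line, sperm, intestine, body-wall muscle, hypodermis and neurons), and 1 list holds the DOS and DSL Notch ligand genes. They were tested with camera of limma 3.58.1 on log2 CPM (prior count 2, preset correlation 0.01), two-sided, with Benjamini-Hochberg adjustment within the process lists and within the tissue lists. An estimated correlation and limma's fry served as alternatives.

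The comparisons, thresholds, gene lists, rule for naming genes and alternatives were chosen before the data were examined, apart from those named as chosen later. The alternatives were an absolute log2 fold change of at least 2, the Wald test of DESeq2 1.42.0, DESeq2 size factors, upper-quartile normalization, no filter on low counts, more than 10 reads in every library, robust dispersion estimates, a term for replicate number, limma on log2(FPKM + 1) and on log2(FPKM + 0.1), all 12 libraries in 1 fit, and leaving out each library in turn. Added after the data were seen were the omission of the 20 genes with the most reads, DESeq2 without a filter on low counts and, for the genotypes on D7, a correction for each library's trend with gene length. The steps were also tested on simulated data with known changes, in which edgeR recovered 99.5% of 200 changed genes on D7 and 100% on D1, with 2.93% and 3.38% of its calls false. The simulated increases had a median log2 fold change of 4, so these shares do not show how changes near the threshold are recovered. Simulated genes of like abundance shared the same dispersion, and no library deviated from the others of its group. The shares therefore need not hold for the deposited counts. Where no gene was changed, edgeR called none.

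Correlations between libraries used Pearson's R2 of log2(FPKM + 1) across all genes. Principal component plots and heatmaps were not redrawn.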

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

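The tests on the neighbouring genes of chromosome IV, the omission of the 20 genes with the most reads and the splits that keep genotype and age were chosen only after the result was seen, and the counts over other groupings of the libraries were planned.

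The genotype difference on D7 differed from that on D1 at 57 of 8096 genes (edgeR's quasi-likelihood test of the interaction, adjusted p under 0.05 after Benjamini-Hochberg adjustment), 24 with a more positive and 33 with a more negative difference on D7, and 1910 genes had an unadjusted p under 0.05. The paper does not report this comparison. The largest positive interaction was that of *sod-5* (log2 7.10, standard error 1.31, adjusted p = 0.0460 from edgeR with Benjamini-Hochberg adjustment, and 5.4e-14 to 0.0595 across the alternatives), with mean levels of 268 CPM in *daf-2(rf)* on D7, 1.99 CPM in *daf-2(rf)* on D1, and 0.999 CPM on D1 and 0.995 CPM on D7 in *daf-16(0); daf-2(rf)*. *hsp-16.2* had means of 26.2 and 609 CPM on D1 and 293 and 182 CPM on D7 in *daf-2(rf)* and in *daf-16(0); daf-2(rf)* (log2 5.23, adjusted p = 0.0460 from edgeR with Benjamini-Hochberg adjustment, and 4.9e-09 to 0.0787 across the alternatives). Its D7 levels overlapped between the genotypes, with 112, 152 and 616 CPM in the *daf-2(rf)* replicates and 210, 207 and 130 CPM in the *daf-16(0); daf-2(rf)* replicates. The other large positive interactions were *cdt-2* (5.91), *cey-2* (5.17) and *puf-3* (4.94). The negative ones with the largest fitted values were *C24A11.6*, whose size is not given since each *daf-16(0); daf-2(rf)* D1 library had at most 3 reads on it, *rpa-3* (-6.01), *eea-1* (-5.43), *R03G8.6* (-5.35) and *C08B6.11* (-4.70). Of 100 assignments of the 12 libraries to the 4 groups, the real one included, 2 gave as many genes, and the other one gave 249. As these assignments mix genotypes and ages within groups, they do not test the interaction alone. Of the 82 splits of the 12 libraries with 3 libraries of each genotype and of each age on both sides, fitted beside genotype and age, 1, the real one, gave as many genes, and the others gave at most 2, which argues against the grouping of the libraries by chance. Without the 20 genes with the most reads, 54 genes passed, all among the 57. The count fell to 1 with upper-quartile normalization, and to 0 when any 1 of 7 libraries was left out, *daf-2(rf)* D1 replicates 1, 2 and 3, *daf-16(0); daf-2(rf)* D1 replicate 1, *daf-2(rf)* D7 replicate 3 and *daf-16(0); daf-2(rf)* D7 replicates 1 and 3 (between 1401 and 2017 genes at an unadjusted p under 0.05). It was 1 without *daf-2(rf)* D7 replicate 2, 20 without *daf-16(0); daf-2(rf)* D7 replicate 2 and 130 without *daf-16(0); daf-2(rf)* D1 replicate 2. *sod-5* lost its call in 10 of the 12 fits that each left out 1 library and *hsp-16.2* in 9. A change in cell composition between the ages and an effect of DAF-16/FOXO that depends on age both stay open.

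With age in *daf-2(rf)*, 16 of 7337 genes were called, 5 higher and 11 lower on D7 (1630 at an unadjusted p under 0.05). The normalized counts of the ages did not overlap at 28.7% of the genes tested, where chance gives 10%. The paper does not report this list. Higher on D7 were *sod-5* (log2 7.16), *C54F6.15* (6.09), *C54F6.6* (5.88), *F08H9.4* (5.82) and *bcmo-2* (5.08), and lower were *acdh-1* (-7.22), *vit-3* (-6.98), *clec-48* (-4.69), *vit-6* (-4.69) and *pho-11* (-4.67), with *vit-2* (-4.58) and *vit-5* (-3.43) also lower. The adjusted p of the 16 genes lay between 0.00821 and 0.0436 in edgeR with Benjamini-Hochberg adjustment. Of the 10 splits of the 6 libraries, 1, the real one, gave as many genes, and the others gave 0. Since this share cannot go under 0.1, the age difference and the grouping of the libraries by chance cannot be told apart by these splits. Without the 20 genes with the most reads, 18 genes were called. No gene was called without *daf-2(rf)* D1 replicate 2 (1148 at an unadjusted p under 0.05), 231 were without *daf-2(rf)* D7 replicate 1, 7 without *daf-2(rf)* D1 replicate 1, 10 without *daf-2(rf)* D7 replicate 2 and 5 without *daf-2(rf)* D7 replicate 3. The summed level of the intestine list, which holds 6 *vit* genes, was 502 to 828 CPM on D1 and 28.8 to 61.9 CPM on D7. RNA from intestinal cells in the D1 sorts and lower expression with age both stay open for the vitellogenin genes.

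With age in *daf-16(0); daf-2(rf)*, 44 of 7541 genes were called, 15 higher and 29 lower on D7 (2236 at an unadjusted p under 0.05, with 38.8% of the genes tested not overlapping between the ages against 10% by chance). Higher on D7 were *rpa-3* (log2 5.09), *Y47H9C.1* (4.30), *F44E7.5* (4.18), *oac-14* (at least 5.43-fold) and *dod-20* (at least 3.94-fold). Lower were *acs-2* (-5.72), *msp-19* (-5.49), *msp-57* (-4.97), *W05F2.3* (-4.96) and *col-107* (-4.76). The counts do not say how reads shared by the near-identical *msp* genes were assigned. Of the oogenesis list, *cpg-1*, *cpg-2*, *puf-3*, *puf-5*, *puf-11* and *cbd-1* were lower on D7. The paper does not report this list. Of the 10 splits of the 6 libraries, 1, the real one, gave as many genes and the others 0, so that age and the grouping of the libraries by chance cannot be told apart by these splits, whose share cannot go under 0.1. Without the 20 genes with the most reads, 45 genes were called. No gene was called without *daf-16(0); daf-2(rf)* D1 replicate 1 or *daf-16(0); daf-2(rf)* D7 replicate 2 (1831 and 1754 at an unadjusted p under 0.05), and 635 without *daf-16(0); daf-2(rf)* D1 replicate 2, 198 without *daf-16(0); daf-2(rf)* D7 replicate 1, 9 without *daf-16(0); daf-2(rf)* D1 replicate 3 and 3 without *daf-16(0); daf-2(rf)* D7 replicate 3. The germ-line list had a summed level of 149 to 155 CPM on D1 and 29.5 to 37.4 CPM on D7 in *daf-16(0); daf-2(rf)*. RNA from germ cells in the D1 sorts and a change with age in the PSG cells both stay open.

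The 3 neighbouring genes of chromosome IV had 1564 reads in the 6 *daf-2(rf)* libraries and 2 in the 6 *daf-16(0); daf-2(rf)* libraries: *B0546.3* (3378791 to 3382834) 283 and 1, *B0546.4* (3382960 to 3384147) 873 and 1, and *mai-2* (3385638 to 3386907) 408 and 0. The paper does not report them. At the *daf-2(rf)* level of the same day, 1024 reads would have been expected in the *daf-16(0); daf-2(rf)* libraries (392 on D1 and 632 on D7), which argues against lower depth. Among 5937 genes expressed in every *daf-2(rf)* library, these were the only ones with at most 1 read in each *daf-16(0); daf-2(rf)* library, and they formed a run of 3 side by side. None of 10000 shuffles of the gene order gave such a run (permutation p = 1e-04, the smallest they can give). With the genotypes exchanged, 0 of 4023 genes met the same condition. On one side, *otub-4* had 0.223 times its *daf-2(rf)* level in *daf-16(0); daf-2(rf)*, and farther out *vha-19* had 1.19 times and *pdhb-1* 1.36 times. A candidate explanation is a variant of the *daf-16(0); daf-2(rf)* strain, such as a deletion in this region, that is separate from *daf-16*. Since each genotype is represented by 1 strain, a loss of expression through *daf-16* stays open.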

How the results depend on the processing

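The tests with the 20 genes with the most reads left out, with DESeq2 without a filter on low counts and with a correction for gene length on D7 were chosen only after the results were seen, and the other alternatives were planned.

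The direction of the *dos-3* difference on D7 was the same in the 11 alternatives that gave a value and with each library left out, and no result changed direction past a threshold. With edgeR, the D7 DAF-16/FOXO transcriptome held 91 called genes, the D1 DAF-16/FOXO transcriptome 226, the Age effect in daf-2(rf) 16, the Age effect in daf-16(0); daf-2(rf) 44 and the interaction 57. The D7 number was 111 with the correction for gene length. These numbers stayed within 1.5 times under DESeq2 size factors, and under upper-quartile normalization except for the interaction (1 gene). Under an absolute log2 fold change of at least 2, the numbers of called genes also stayed within 1.5 times. The interaction, which had no fold change threshold, was not counted under that setting. The cause was not tested for the changes below unless a value shows it.

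With DESeq2's Wald test, the D7 DAF-16/FOXO transcriptome held 702 genes (228 higher and 474 lower, all 91 of edgeR among them) and the D1 DAF-16/FOXO transcriptome 761 (355 and 406, with 224 of edgeR's). The Age effect in daf-2(rf) held 651 genes (all 16 of edgeR's), the Age effect in daf-16(0); daf-2(rf) 1353 (all 44) and the interaction 846 (all 57). The share of higher genes on D1 moved from 35.8% to 46.6%. The dos-3 log2 fold change with age in daf-2(rf) was 3.43, past the threshold (adjusted p = 1.89e-05 from DESeq2 with Benjamini-Hochberg adjustment, and 1.05e-09 to 0.0573 over all alternatives). On simulated counts with 200 changed genes, 9.95% of DESeq2's calls on D7 and 6.10% on D1 were false, against 2.93% and 3.38% of edgeR's, while edgeR made 205 and 207 calls. The simulated genes had no spread beyond that shared by genes of like abundance, so these shares need not hold for the deposited counts. DESeq2 without a filter called 812 genes on D7 and 703 on D1 (47.9% higher).

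Without a filter on low counts, edgeR called 1025 genes in the D7 DAF-16/FOXO transcriptome and 861 in the D1 DAF-16/FOXO transcriptome (46.6% higher). For the Age effect in daf-2(rf) it called 863 (51.7% higher against 31.3%), for the Age effect in daf-16(0); daf-2(rf) 1394 (53.9% against 34.1%) and for the interaction 703, and the dos-3 log2 fold change with age in daf-2(rf) was 3.53, past the threshold. With more than 10 reads in every library, where fewer genes were tested, 8 genes were called on D7 (62.5% higher against 28.6%), 70 on D1, 53 with age in *daf-2(rf)* and 2 with age in *daf-16(0); daf-2(rf)*, and *dos-3* had no value on D7 or with age. Robust dispersion estimates gave 36 genes on D7, all among the 91.

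With limma on log2(FPKM + 1), the Age effect in daf-2(rf) held 103 genes, the Age effect in daf-16(0); daf-2(rf) 78 (60.3% higher) and the interaction 145, and the dos-3 log2 fold change with age in daf-2(rf) was 1.88, past the threshold. The D1 DAF-16/FOXO transcriptome held 333 genes, with 56.5% higher. With a pseudocount of 0.1 in place of 1, the D7 DAF-16/FOXO transcriptome held 158 genes, and 65 with age in *daf-2(rf)*, 21 with age in *daf-16(0); daf-2(rf)* and 36 for the interaction were called. Of the D1 genes, 48.0% were higher. All 12 libraries in 1 fit gave 262 genes on D7, 63 with age in *daf-2(rf)* (49.2% higher) and 979 with age in *daf-16(0); daf-2(rf)*, 51.3% higher among the D1 genes, and 3.43 for *dos-3* with age, past the threshold.

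The scaling moved the median log2 fold change of all genes by more than 0.1 in some settings, and changes there are relative to these shifts. On D1 the shift was 0.17 without a filter, 0.23 with reads in every library, 0.11 and 0.14 with limma on FPKM (pseudocounts 1 and 0.1) and 0.14 with DESeq2 without a filter. With age in *daf-16(0); daf-2(rf)* it was 0.16, 0.39 and 0.14 without a filter, with reads in every library and with the pseudocount of 0.1. For the interaction it was 0.12 with upper-quartile normalization, -0.13 with reads in every library and -0.12 with the pseudocount of 0.1.

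With a replicate block, the replicate number as a term in the fit, the D7 DAF-16/FOXO transcriptome held 0 genes (1223 at an unadjusted p under 0.05) and the D1 DAF-16/FOXO transcriptome 478 (49.8% higher), with 67 genes with age in *daf-16(0); daf-2(rf)* and 17 for the interaction. The dos-3 log2 fold change on D7 was 4.21, no longer past the threshold (adjusted p = 0.102 from edgeR with Benjamini-Hochberg adjustment, the highest of its alternatives, down to 1.43e-13), and the dos-3 log2 fold change with age in daf-2(rf) was 3.49, past it. The numbers do not pair the libraries: after the group means were taken out, the 18 pairs of libraries with the same number in different groups had a mean correlation across genes of -0.030, with 3 over 0.1, and the 36 pairs with different numbers 0.014, with 14 over 0.1.

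With 1 library left out at a time, between 0 (without *daf-16(0); daf-2(rf)* D7 replicate 3, 962 at an unadjusted p under 0.05) and 29 genes were called on D7 and between 2 (without *daf-2(rf)* D1 replicate 3) and 474 (without *daf-16(0); daf-2(rf)* D1 replicate 2) on D1. Between 0 (without *daf-2(rf)* D1 replicate 2, 1148 at an unadjusted p under 0.05) and 231 (without *daf-2(rf)* D7 replicate 1) were called with age in *daf-2(rf)*. Between 0 (without *daf-16(0); daf-2(rf)* D1 replicate 1 or *daf-16(0); daf-2(rf)* D7 replicate 2, 1831 and 1754 at an unadjusted p under 0.05) and 635 (without *daf-16(0); daf-2(rf)* D1 replicate 2) were called with age in *daf-16(0); daf-2(rf)*, and between 0 (1401 to 2017 at an unadjusted p under 0.05, without 7 of the libraries) and 130 (without *daf-16(0); daf-2(rf)* D1 replicate 2) for the interaction. The log2 fold change of *dos-3* ran from 3.86 to 4.78 on D7, where 5 of the 6 fits were no longer past the threshold, and from 2.98 to 4.14 with age, where the fit without *daf-2(rf)* D7 replicate 1 passed it. Its bound on D1 ran from -0.15 to 1.20. Of the process lists, between 1 (without *daf-2(rf)* D7 replicate 1) and 5 (without *daf-2(rf)* D7 replicate 2) passed on D7, and between 3 and 5 (without *daf-2(rf)* D1 replicate 2) on D1. Each of these fits holds 1 library fewer, and beyond that the cause was not tested.

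With an estimated correlation between genes in camera, 0 of the 3 process lists past the threshold on D7 and 0 of the 3 on D1 passed. Unadjusted, only the ribosomal list on D7 and the heat response and oogenesis lists on D1 had a p under 0.05 there, and the lowest adjusted values were 0.278 on D7 and 0.117 on D1. Without the 20 genes with the most reads, 5 lists passed on D1. The median R2 within groups was 0.887, and 0.839 with a pseudocount of 0.1.

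For 118 other results, single genes and lists, the settings other than leaving out a library gave the same side of the threshold in 986 cases, 104 were no longer past it and 14 were newly past it. With 1 library left out, these numbers were 376, 326 and 18. Depth limits the D1 result for *dos-3*, whose 28 reads in *daf-2(rf)* and 0 in *daf-16(0); daf-2(rf)* give a bound. An adjusted p came only from edgeR without a filter on low counts (0.0237, Benjamini-Hochberg adjustment).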

Differences from the paper's values

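The tests with DESeq2 without a filter on low counts and without the 20 genes with the most reads were chosen only after the values were seen, and the other alternatives were set before the data were examined. A gap between numbers of genes or values of -log10 p is called closed where one value is at most 1.5 times the other, and a gap between R2 values where they differ by at most the SD over the pairs of libraries.

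On D1, 81 genes were higher and 145 lower in *daf-2(rf)*, against the paper's about 340 and about 370 in Supplementary Fig. 2a, read by eye. With DESeq2's Wald test, the test the paper's methods name, the numbers were 355 and 406, and without a filter on low counts 401 and 460, which closed both gaps. With a replicate block they were 238, which also closed the gap for the higher genes, and 240, which did not for the lower ones. Without *daf-16(0); daf-2(rf)* D1 replicate 2, the 301 lower genes closed the gap and the 173 higher ones did not. An absolute log2 fold change of at least 2 (71 and 142), DESeq2 size factors (83 and 137), upper-quartile normalization (80 and 153), more than 10 reads in every library (26 and 44), robust dispersion estimates (79 and 138), limma on log2(FPKM + 1) (188 and 145) and on log2(FPKM + 0.1) (82 and 89), all 12 libraries in 1 fit (142 and 135) and the fits without each of the other libraries did not close either gap. DESeq2 without a filter, a setting chosen after seeing the values, gave 337 and 366 in the D1 DAF-16/FOXO transcriptome.

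The -log10 of the adjusted p of *dos-3* on D7 was 1.40 against the paper's about 8 in Fig. 1b, read by eye. With DESeq2's Wald test it was 7.90, which closed the gap. The other alternatives set before the data were examined did not, with values from 0.901, without *daf-16(0); daf-2(rf)* D7 replicate 3, to 12.8, without a filter on low counts. DESeq2 without a filter, chosen after seeing the values, gave the dos-3 log2 fold change on D7 an adjusted p of 1.06e-08 (Benjamini-Hochberg adjustment).

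The mean R2 between replicates was 0.906 for *daf-2(rf)* on D1, 0.865 for *daf-16(0); daf-2(rf)* on D1, 0.889 for *daf-2(rf)* on D7 and 0.882 for *daf-16(0); daf-2(rf)* on D7, against the paper's about 0.87, about 0.82, about 0.84 and about 0.83 in Supplementary Fig. 1a, read by eye. With a pseudocount of 0.1 the values were 0.858, 0.823, 0.846 and 0.832, which closed all 4 gaps. Over expressed genes only, they were 0.911, 0.835, 0.850 and 0.8699, which closed the second and the third and not the fourth. The first, 0.911, lay farther from the paper's value than 0.906 did, although within its wider SD of 0.042. The lowest R2, between *daf-16(0); daf-2(rf)* D1 replicate 1 and D7 replicate 3, was 0.693 against the paper's about 0.60 in Supplementary Fig. 1a, read by eye. Expressed genes only gave 0.570, which closed the gap, and the pseudocount of 0.1 gave 0.671, which did not.

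The paper names calcium import and striated muscle contraction among the enriched categories of D1. The hand-written lists for both had the direction of Supplementary Fig. 2b and an adjusted p of 0.0553 (limma's camera with Benjamini-Hochberg adjustment), not past 0.05. The muscle list passed without *daf-2(rf)* D1 replicate 2 (0.00695), without *daf-16(0); daf-2(rf)* D1 replicate 3 (0.0290) and without the 20 genes with the most reads (0.0441), a setting chosen after seeing the values, in a range of 0.00695 to 0.382 over all settings. The calcium list passed in none. The paper names the mitochondrial unfolded-protein response and the response to heat among the enriched categories of D7. The adjusted p of these lists was 0.284 and 0.0967 (limma's camera with Benjamini-Hochberg adjustment). The heat response list passed without *daf-2(rf)* D7 replicate 2 (0.00174, the lowest of a range up to 0.978), and the mitochondrial list passed in none of the settings. For D1 and D7, the paper tested its called genes with Metascape, higher and lower ones apart, against the whole genome. Here, camera compared all tested genes of a hand-written list with the other genes tested. These are unlike measures, so a list that did not pass does not contradict the paper's category. The axis of Fig. 1c is labelled FPKM. The plotted values for *dos-3* equal counts normalized within each day, with a ratio of D7 to D1 in *daf-2(rf)* of 28.4, where the deposited FPKM give 10.8.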

Other observations

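The tests on *dos-3*, on the share of PSG cells behind the oogenesis and intestine genes, on a few genes taking most of the counts behind the ribosomal protein genes and on gene length for the numbers of higher and lower genes were chosen only after the results were seen. The splits of the libraries and the test of gene length on the ribosomal protein genes were planned.

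Of the 10 splits of the 6 D7 libraries, 1, the real one, gave as many called genes as the 91, and of the 10 splits of the 6 D1 libraries, 1, again the real one, gave as many as the 226. The other splits gave 0. As 3 libraries against 3 cannot give a share under 0.1, the genotype and the grouping of the libraries by chance cannot be told apart by these splits.

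For the higher level of *dos-3* in *daf-2(rf)* on D7, 3 technical explanations were tested. A few genes taking most of the counts would move all other genes alike. *dos-3* lay 4.28 above the median log2 fold change of all genes tested (standard error 0.60), and 17 of the 7933 genes, itself included, lay as high, which argues against this as the whole source. The PSG list had a median log2 fold change of -0.48 on D7, with 16 of 18 genes lower in *daf-2(rf)*, where a lower share of PSG cells in the *daf-16(0); daf-2(rf)* libraries would make the list higher in *daf-2(rf)*. The neighbouring gene *zip-2*, which lies next to *dos-3*, had a log2 fold change of 0.49 (0.21 to 0.61 with each library left out), and *daf-16(0); daf-2(rf)* D1 libraries with 569 to 988 reads on *zip-2* had 0 on *dos-3*, which argues against reads of *zip-2* as the whole source. Another difference between the strains stays open beside an effect of DAF-16/FOXO, since each genotype is represented by 1 strain.

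The ribosomal protein genes were higher in *daf-2(rf)* on D7 (median 1.02). Of 10000 lists matched for length and abundance, 0% had a median as high (the highest was 0.72, the median 0.20), which argues against gene length. A few genes taking most of the counts would move the matched lists alike, and the list lay 0.819 above their median, which argues against this as the whole source too. Whether a difference in the physiology of the cells or in their handling lies behind it stays open.

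Tissue lists were tested with limma's camera and Benjamini-Hochberg adjustment over the lists with genes tested. On D1, the germ-line list had a median log2 fold change of -2.33 (8 genes, all lower in *daf-2(rf)*, 5 called and 8 passing when adjusted over the list alone, adjusted p = 1.86e-07 from camera, 0.0250 from fry and 0.290 with an estimated correlation). The intestine list had -1.40 on D1 (10 genes, 4 called and 5 passing when adjusted over the list alone, adjusted p = 2.03e-04 from camera, 0.0762 from fry) and -3.69 on D7 (8 genes, *act-5* called at -2.92 and *pept-1* at least 39.6-fold lower, 8 passing when adjusted over the list alone, adjusted p = 9.35e-07 from camera, 0.0959 from fry). The PSG list had 0.46 on D1 (adjusted p = 0.135 from camera, 0.0476 from fry). The remaining lists did not pass. On D1 the medians were 0.89 for the gonadal sheath (4 genes, adjusted p = 0.130 from camera), -0.50 for sperm (2 genes, 0.290), -0.73 for body-wall muscle (10 genes, 0.0854), -1.53 for the hypodermis (3 genes, 0.130) and -0.36 for neurons (7 genes, 0.135). On D7 they were 0.11 for the gonadal sheath (4 genes, adjusted p = 0.795 from camera), 1.16 for the germ line (7 genes, 0.295), -0.46 for body-wall muscle (11 genes, 0.348), -0.46 for the hypodermis (4 genes, 0.970) and -0.73 for neurons (11 genes, 0.0817), with 0.0817 for the PSG list. Single libraries changed some of these calls. Without *daf-2(rf)* D7 replicate 2 the germ-line list passed on D7 (8.35e-05), without *daf-2(rf)* D7 replicate 3 or *daf-16(0); daf-2(rf)* D7 replicate 3 the PSG list (proximal somatic gonad genes on D7, adjusted p of 0.00883 and 0.0268), without *daf-16(0); daf-2(rf)* D7 replicate 1 the neurons (0.0324) and without *daf-16(0); daf-2(rf)* D7 replicate 2 the body-wall muscle list (0.0471). On D1 the body-wall muscle list passed without *daf-2(rf)* D1 replicate 2 (0.00760) or *daf-16(0); daf-2(rf)* D1 replicate 1 (0.0499), and, in a setting chosen after the results were seen, without the 20 genes with the most reads (0.0356), and the hypodermis list without *daf-2(rf)* D1 replicate 1 (0.00912) or *daf-16(0); daf-2(rf)* D1 replicate 3 (0.0453). The lists are not exclusive to a tissue: 12 body-wall muscle genes are also in the striated muscle list, 7 germ-line genes in the oogenesis list and 1 PSG gene in the calcium list.

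The oogenesis and germ-line genes were lower in *daf-2(rf)* on D1. A lower share of PSG cells in the *daf-16(0); daf-2(rf)* libraries would raise the genes of every other tissue alike. The oogenesis and germ-line genes had a median of -2.53 (18 genes), the intestine, body-wall muscle, hypodermis and neuron genes of -1.10 (30 genes), a difference of -1.43 (permutation of genes between the lists, two-sided, p = 0.00379). On D7, the intestine genes had a median of -3.69 against -0.04 over 43 genes of the other tissue lists, a difference of -3.65 (permutation of genes, two-sided, p = 1e-05, the smallest they can give). Genes of a list vary together and are not independent replicates, so neither p measures the spread between libraries. With its estimated correlation between genes of 0.66, the intestine list on D7 had an adjusted p of 0.577 (camera with Benjamini-Hochberg adjustment). The medians go against a lower share of PSG cells as the whole source, but these tests do not settle it. The summed level of the germ-line list was 149 to 155 CPM in *daf-16(0); daf-2(rf)* D1 libraries and 22.2 to 61.1 CPM in the other libraries. That of the oogenesis list overlapped between the genotypes on D1, with 582 to 1501.5 CPM in *daf-2(rf)* and 790 to 2591 CPM in *daf-16(0); daf-2(rf)*. A lower share of PSG cells, more germ cells or intestinal cells among the sorted cells of *daf-16(0); daf-2(rf)*, and higher expression of these genes in the PSG cells all stay open.

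The Notch receptor genes *lin-12* and *glp-1*, *lag-1* and *fos-1*, whose promoter drives GFP in the sorted cells, showed no difference past the threshold between the genotypes. On D7, the log2 fold change was -0.50 for *lin-12* (adjusted p = 0.372), -0.78 for *glp-1* (adjusted p = 0.409), -0.38 for *lag-1* (adjusted p = 0.564) and -0.04 for *fos-1* (adjusted p = 0.964), from edgeR with Benjamini-Hochberg adjustment. On D1, it was 0.90 for *lin-12* (adjusted p = 0.257), 0.66 for *glp-1* (adjusted p = 0.424), 0.05 for *lag-1* (adjusted p = 0.959) and 0.91 for *fos-1* (adjusted p = 0.313), from edgeR with Benjamini-Hochberg adjustment. The mean level of *fos-1* was 378 and 195 CPM on D1 and 244 and 252 CPM on D7 in *daf-2(rf)* and in *daf-16(0); daf-2(rf)*.

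On D7, 65 genes were called lower and 26 higher in *daf-2(rf)*. The log2 fold change fell with gene length across the 7933 genes tested (Spearman's rho -0.18, across genes, which are not independent replicates), and the median length was 1131 bases for the higher, 1398 for the lower and 1529 for all genes. In a fit with each library's trend with length as an offset, the correlation was -0.013 and 111 genes were called, 82 lower and 29 higher, with 21 newly called and 1 no longer called, which argues against gene length as the whole source of the larger number of lower genes.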
